# Identification and characterization of miRNAome in root, stem, leaf and tuber developmental stages of potato (*Solanum tuberosum* L.) by high-throughput sequencing

**DOI:** 10.1186/1471-2229-14-6

**Published:** 2014-01-07

**Authors:** Nisha Lakhotia, Gopal Joshi, Ankur R Bhardwaj, Surekha Katiyar-Agarwal, Manu Agarwal, Arun Jagannath, Shailendra Goel, Amar Kumar

**Keywords:** Potato, Tuberization, microRNA, High-throughput sequencing, Digital expression profiling, qRT-PCR, Target, Gene ontology, RLM-RACE

## Abstract

**Background:**

MicroRNAs (miRNAs) are ubiquitous components of endogenous plant transcriptome. miRNAs are small, single-stranded and ~21 nt long RNAs which regulate gene expression at the post-transcriptional level and are known to play essential roles in various aspects of plant development and growth. Previously, a number of miRNAs have been identified in potato through *in silico* analysis and deep sequencing approach. However, identification of miRNAs through deep sequencing approach was limited to a few tissue types and developmental stages. This study reports the identification and characterization of potato miRNAs in three different vegetative tissues and four stages of tuber development by high throughput sequencing.

**Results:**

Small RNA libraries were constructed from leaf, stem, root and four early developmental stages of tuberization and subjected to deep sequencing, followed by bioinformatics analysis. A total of 89 conserved miRNAs (belonging to 33 families), 147 potato-specific miRNAs (with star sequence) and 112 candidate potato-specific miRNAs (without star sequence) were identified. The digital expression profiling based on TPM (Transcripts Per Million) and qRT-PCR analysis of conserved and potato-specific miRNAs revealed that some of the miRNAs showed tissue specific expression (leaf, stem and root) while a few demonstrated tuberization stage-specific expressions. Targets were predicted for identified conserved and potato-specific miRNAs, and predicted targets of four conserved miRNAs, miR160, miR164, miR172 and miR171, which are *ARF16* (*Auxin Response Factor 16*), *NAM* (*NO APICAL MERISTEM*), *RAP1* (*Relative to APETALA2 1*) and *HAM* (*HAIRY MERISTEM*) respectively, were experimentally validated using 5′ RLM-RACE (RNA ligase mediated rapid amplification of cDNA ends). Gene ontology (GO) analysis for potato-specific miRNAs was also performed to predict their potential biological functions.

**Conclusions:**

We report a comprehensive study of potato miRNAs at genome-wide level by high-throughput sequencing and demonstrate that these miRNAs have tissue and/or developmental stage-specific expression profile. Also, predicted targets of conserved miRNAs were experimentally confirmed for the first time in potato. Our findings indicate the existence of extensive and complex small RNA population in this crop and suggest their important role in pathways involved in diverse biological processes, including tuber development.

## Background

In recent years, small non coding RNAs (small ncRNAs) have emerged as key regulators of gene expression in both plants and animals [1,2]. In plants, there are many classes of small ncRNAs and the two major classes that have been well-studied and defined are miRNAs and siRNAs [1,2]. Although both are functionally similar, they have different mode of biogenesis. siRNAs, 20–24 nt long, are processed from perfect double stranded RNA. They are mainly involved in heterochromatin modification, maintaining genome integrity by silencing of transgenes and transposons, defence against viruses and regulation of gene expression [2]. There are diverse siRNA species depending on the Dicer-like (DCL) proteins involved in the production, such as natural antisense transcript-derived siRNAs (24 nt), heterochromatic siRNAs (24 nt) and trans-acting siRNAs (21 nt) [1]. miRNAs are small, endogenous, single-stranded and ~21 nt long RNAs that regulate gene expression at the post-transcriptional level by degrading or repressing translation of targeted mRNAs, depending on the extent of complementarity between miRNA and mRNA [1,2].

miRNAs are transcribed by RNA polymerase II into an imperfect long folded back structure, called as primary miRNA (pri-miRNA). The pri-miRNA is cleaved by Dicer-like 1 (DCL1) protein (endoribonuclease having RNase III activity), in association with other protein factors (HYL1 and others), into a precursor sequence with hairpin structure (pre-miRNA), which is further processed by DCL1 into a miRNA:miRNA* duplex [3]. One of the strands of this duplex (guide strand or mature miRNA) gets incorporated into the silencing complex or effector complex (RISC- RNA Induced Silencing Complex) containing argonaute proteins, while the other strand (miRNA* or passenger strand) gets degraded. Within the complex, miRNA guides the target mRNA cleavage or inhibits translation with the help of one of the argonaute proteins (AGO1) [3]. There is increasing evidence which indicates that miRNAs play vital roles in stress responses and various developmental processes, including shoot apical meristem formation, leaf morphogenesis and polarity, floral organ identity, root development, vegetative phase change and vascular development [2,4].

A large number of miRNAs are evolutionary conserved among diverse species within the plant kingdom while several miRNAs, that are considered to be recently evolved show species-specificity and often express at lower levels relative to conserved miRNAs [5,6]. Due to their low expression levels, most of the species-specific miRNAs remained unidentified in many plant species. However, in recent years, with the advent of high-throughput sequencing technology, both species-specific and conserved miRNAs have been identified in diverse plant species [6-15].

Potato (*Solanum tuberosum* L.) is the fourth most important crop worldwide, after rice, wheat and barley. The main reasons for the increasing popularity of potato are high nutritional value combined with the simplicity of its propagation by vegetative reproduction. Potato tubers are derived from the swollen tips of specialized basal lateral juvenile shoots, called stolons. Tuber development is a highly systematic and well-coordinated morpho-physiological process that involves interactions between several environmental, biochemical and genetic factors [16-18]. Since control of tuber initiation impacts many commercial aspects of crop improvement, including scheduling, size grade distribution, yield and expansion of climate zone suitable for propagation, this is a high priority area for potato research. Several transcription factors, hormones, environmental and molecular signals have been studied that regulate tuberization [16-18]. Although, the potato genome sequencing project [19] has revealed that both gene family expansion and recruitment of existing genes for new pathways have contributed to the evolution of tuber development in potato, this phenomena still remains a challenge for plant biologists.

To date, only miR172 and miR156 have been shown to play a role in tuberization process [20,21] and only a few miRNAs have been shown to regulate defense genes in potato [22]. Since the potato genome has been completely sequenced recently [19], it will greatly help in identifying the entire population of small RNAs and their target genes that might be involved in various developmental processes in potato. In previous studies, through an *in silico* approach, many conserved miRNAs were identified in potato based on miRBase repository by using potato EST, GSS and nr (non-redundant) databases (existing in the National Centre for Biotechnology Information) [23-26]. Earlier, large scale sequencing studies were limited to the identification of only conserved miRNAs in potato [27]. A recent study reported 28 conserved and 120 potato-specific miRNA families in potato by deep sequencing of sRNA libraries from leaf and stolon tissues [28]. However, knowledge about the potato-specific miRNA population in different vegetative tissues and developmental stages of tuberization remain largely unknown.

In this study, we report a population of potato miRNAs from vegetative organs (leaf, stem and root) and four early development stages of tuberization that might be involved in regulating developmental processes, including tuberization. By taking advantage of the recently sequenced potato genome [19], 33 conserved miRNA families and 147 potato-specific miRNA were identified using high-throughput sequencing and bioinformatics pipeline. We also report the expression profiles of both conserved and potato-specific miRNAs in different tissues (leaf, stem and root) and different developmental stages of tuberization based on digital and qRT-PCR expression analyses. Additionally, the putative target genes for the conserved and potato-specific miRNAs were predicted and 5′ RLM-RACE was carried out to map the cleavage site of four conserved miRNAs targets. GO analysis of potato-specific miRNAs was also performed to gain a better understanding of their functions in various developmental processes in potato.

## Results

### Analysis of small RNA population

To identify miRNAs in potato (*Solanum tuberosum* cv. Kufri Chandramukhi), seven small RNA libraries from leaf, stem, root and four early development stages of tuberization (Figure 1) were constructed and sequenced independently. 

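Leaf, stem and root were taken from potato plantlets grown in vitro that were 45 days old, and the 4 tuberization stages (PT0 to PT3) were harvested later from the same plantlets after they had been potted and grown in the field. RNA was isolated from 0.2 g of each tissue and 1 library was sequenced per tissue or stage, without biological replicates. The sample labels give 45 days for all 7 samples, whereas the paper gives this age only for the vegetative tissues. The authors trimmed the adaptors, removed poor quality reads and sequences smaller than 16 nt or larger than 30 nt, removed matches to t/rRNAs, and collapsed identical reads. The deposited values are counts: each unique sequence of a library is listed with its number of reads, before any normalization or alignment. For the values reported here, the reads of an exact mature sequence were divided by all reads of its library and expressed as reads per 1000000 reads (RPM). The mature, star and hairpin sequences were taken from the paper's 3 lists, of which 88 conserved, 147 potato-specific and all but 1 of the candidate miRNAs were used, and the rest were not analysed here. Shares of reads are given with 95% Wilson intervals and ratios between libraries with 95% intervals from the counting error of the read numbers. Because PCR reads without molecular identifiers are not independent molecules, these intervals cover counting error only. With 1 library per tissue or stage, a ratio compares those libraries and not the tissues or stages, and the vegetative tissues and the tuber stages also differ in growth condition. The smallest abundance that the depth could show, 3 reads, lay between 0.103 RPM in PT3 and 0.137 RPM in root.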

Small RNA sequencing results yielded a total of 216 million raw reads from these seven libraries. The raw sequences were processed and filtered through several criteria to identify conserved and potato-specific miRNAs. After removing adaptor sequences, sequences smaller than 16 nt and larger than 30 nt, poor quality sequences and invalid sequences, a total of approximately 202 million raw reads, corresponding to approximately 39 million unique sequences, were obtained (Table 1). High quality trimmed sequences were further subjected to removal of non coding RNAs such as transfer or ribosomal rRNAs (t/rRNAs). The remaining sequences represented the small RNA population, which accounted for 83% of reads (Table 1), suggesting a useful set of sRNAs with reasonable sequencing depth. 

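After the removal of t/rRNAs by the authors, the 7 libraries held 183195704 reads in all. They corresponded to 39804744 unique sequences when each sequence was counted once over the libraries. The root library was the smallest with 21921975 reads and the PT3 library the largest with 29024236 reads. The median was 22970096 reads for the 3 vegetative tissues and 27953109.5 reads for the 4 tuber stages. Unique sequences numbered between 7400875 in root and 10046988 in PT3. No sequence was listed more than 1 time in a library. For all libraries together the paper's reported values in Table 1 are 181324958 reads and 39782272 unique sequences.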

The size distribution analysis of these small RNA sequences showed that they exhibit similar pattern of distribution in length in all the libraries (Figure 2). 

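The similarity of the length distributions was measured as the percent of reads that would have to change length class to turn the distribution of 1 library into that of another. Among the 4 tuber stages this was between 2.45% (PT0 and PT1) and 5.25% (PT0 and PT3). Among the vegetative tissues, leaf and root differed by 6.11%, stem and root by 7.26%, and leaf and stem by 10.4%. Between a vegetative tissue and a tuber stage it ranged from 9.28% (stem and PT3) to 14.4% (leaf and PT2). The class with the largest relative departure was 20 nt in leaf, with 8.66% of the leaf reads (95% Wilson interval 8.65 to 8.67%) against a median of 3.04% in the other 6 libraries.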

The length of the sRNAs in each library varied from 16 nt to 30 nt and the majority of reads were 21 to 24 nt in length, as expected for DCLs cleaved products [1] (Figure 2). 

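Every sequence in the 7 libraries was between 16 and 30 nt long. Reads of 21 to 24 nt made up 79.5% of the library in leaf (95% Wilson interval 79.50 to 79.53%) and 88.8% in stem (88.80 to 88.82%), the lowest and the highest share. In the tuber stages the share lay between 82.9% in PT2 and 86.1% in PT3, and in root it was 83.4%.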

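The 24 nt class held between 38.2% of the reads in leaf (95% Wilson interval 38.22 to 38.26%) and 50.5% in PT0 (50.50 to 50.54%). The 21 nt class followed in 7 of 7 libraries, with shares between 16.1% in PT0 and 27.5% in stem. In the tuber stages the 24 nt share was at least 48.7% (PT3) and the 21 nt share at most 18.4% (PT3), whereas the vegetative tissues had at least 23.6% of 21 nt reads (leaf) and at most 44.5% of 24 nt reads (stem). When the 10 most abundant sequences of each length class were left out, 24 nt remained the most frequent class in every library and 21 nt followed in 5 of them, while 23 nt followed in PT0 and PT2. When only sequences with at least 10 reads were kept, an alternative chosen after seeing the data, 24 nt was first and 21 nt followed in the 4 tuber stages, whereas 21 nt was first in leaf, stem and root.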

In all the small RNA libraries the 24 nt long sequence size class was the most abundant, followed by 21 nt (Figure 2A). This result was consistent with previous studies in other species such as *Arabidopsis thaliana*, tomato, pepper, cucumber, maize, peanut, pepper, *Citrus trifoliata* and rice [6-15] but in contrast to grapevine, wheat and Chinese yew where 21 nt or 23 nt class predominated the sRNA transcriptome [29-31]. Analysis of the size distribution of unique sequences revealed that 24 nt length read was the most abundant, followed by 23 nt class (Figure 2B). Thus, for the 21 nt size class, which is characteristic of an authentic miRNA, the number of total reads was found to be more compared to total number of unique sequences. 

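Among unique sequences, 24 nt accounted for 54.0% in root to 59.9% in stem and 23 nt for 14.1 to 17.0%. This order was found in 7 of 7 libraries, and also when sequences read 1 time were left out. Of the sequences with at least 10 reads in a library, 24 nt was still the most frequent length, but the class that followed was 21 nt in 6 libraries and 22 nt in PT3, so that the order of 24 and 23 nt was found in 0 libraries.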

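The 21 nt class had between 7.26 reads per unique sequence in PT1 and 11.0 in leaf. The 24 nt class had between 2.20 in root and 2.42 in PT0, and the 23 nt class between 1.66 and 1.84. The value was higher at 21 nt than at 24 nt in 7 of 7 libraries, and remained so without sequences read 1 time and without the 10 most abundant sequences of each class. In leaf, the 20 nt class reached 12.6 reads per unique sequence, above its 21 nt class.

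**Figure D1:**
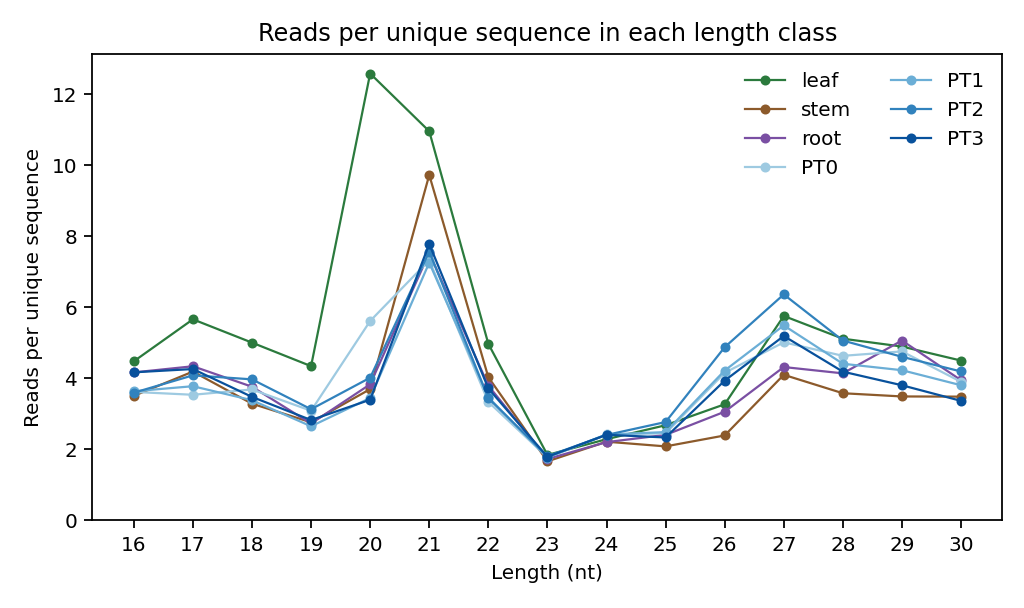
Reads per unique sequence (vertical axis) in each length class from 16 to 30 nt (horizontal axis), with 1 line per library. At 21 nt the 7 lines lie between 7.26 and 11.0 and at 24 nt between 2.20 and 2.42, and the leaf line is highest at 20 nt with 12.6.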

The 23 nt size class might represent the degraded products of 24 nt small RNAs. The high abundance of 24 nt long small RNAs might indicate the complexity of the potato genome as they are mainly siRNAs that are associated with repeats and heterochromatic modifications [1]. These results suggest the existence of complex and diverse sRNA population in potato.

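Between 77.2% (PT1) and 78.9% (root) of the unique sequences of a library were read 1 time. Over the libraries, 30097126 sequences (75.6%) were found in 1 library only and 732566 (1.84%) in all 7. For a sequence with a single read, absence from the other libraries was not detectable at this depth. From the predominance of the 24 nt class among reads and unique sequences, which it describes as mainly siRNAs associated with repeats, the paper proposes a complexity of the potato genome and a complex and diverse population of small RNAs.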

**Figure 1:**
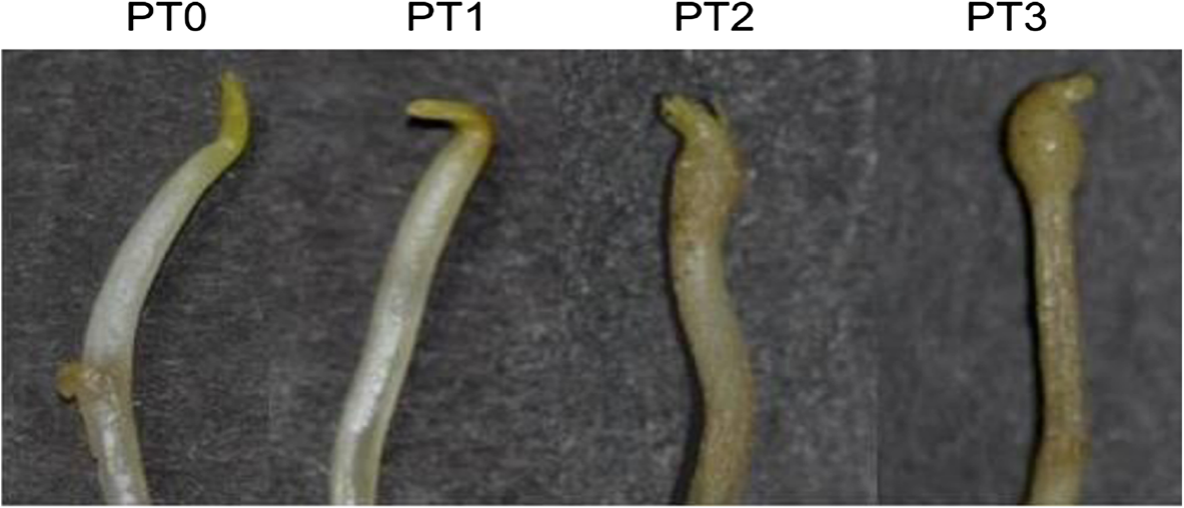
**Early developmental stages of potato tuber.** Samples were collected from field-grown potato plants during the period of tuberization. PT0 - unhooked stolon tip (0 stage), PT1 - hooked stolon tip (1^st^ stage), PT2 - sub-apical stolon swelling (2^nd^ stage), PT3 - tuber initiation (3^rd^ stage). See methods for details of physiological and environmental conditions in which potato plants were grown.

**Table 1:** Summary of the reads obtained from all the potato small RNA libraries

**Types of reads**	**Redundant**	**Non-redundant**
Raw reads	216540436^a^	45558960^e^
Filter by sequence length	12792087^b^	4757221^f^
Filter low-complexity sequences	12108^c^	6868^g^
Filter invalid sequences	1445447^d^	869520^h^
Filter by t/rRNA (matches out)	20965836	143079
Putative Small RNA Population	181324958	39782272

Note: a - (b + c + d) = 202290794, e - (f + g + h) = 3992535.

**Figure 2:**
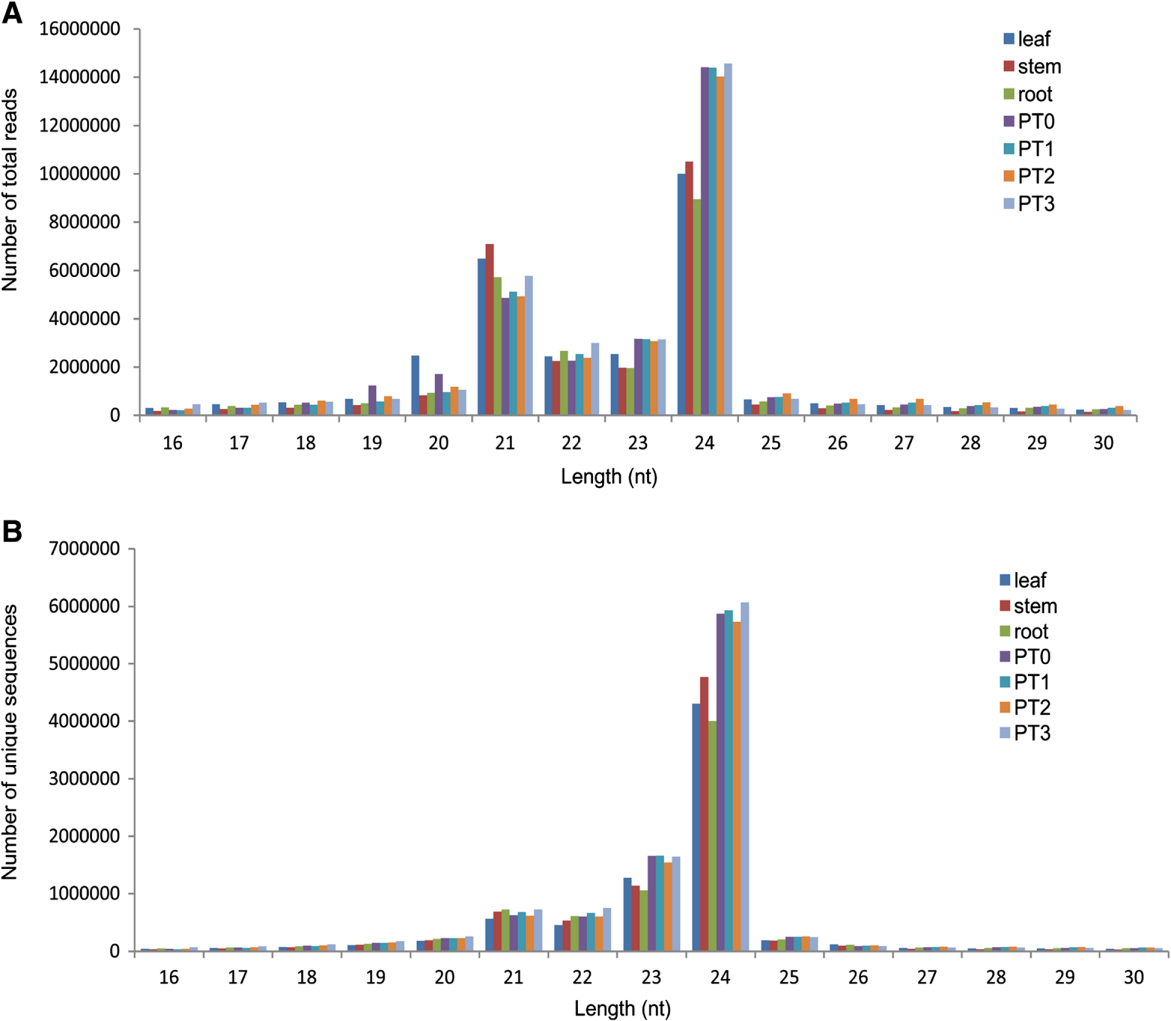
**Length distribution of small RNA sequences identified in all the small RNA libraries. A)** Size distribution of total reads. 24 and 21 nt length are most abundant reads among the small RNAs. **B)** Size distribution of unique small RNA sequences where 24 and 23 nt are the most abundant. nt - nucleotide, PT0 - 0 stage of tuberization, PT1 - 1st stage of tuberization, PT2 - 2^nd^ stage of tuberization, PT3 - 3^rd^ stage of tuberization.

### Identification of conserved and potato-specific miRNAs in potato

In order to identify miRNAs, all unique reads obtained after filtering were submitted to the UEA sRNA toolkit-Plant version miRCat pipeline (http://srna-tools.cmp.uea.ac.uk/) [32] and were mapped onto the potato reference genome (PGSC DM assembly version 3) (http://potatogenomics.plantbiology.msu.edu/) with no mismatch. The 100 nt flanking regions of sRNA loci were excised from the genome. The secondary structures of these extracted regions were predicted using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) [33] to identify the potential precursor sequences. The resulting secondary structures were then trimmed and analysed by miRCat [32]. To recover the putative miRNA candidate, the potential precursors were screened based on the plant miRNAs prediction criterion as described by Meyers et al. [34]. To identify the conserved miRNAs in potato, all the predicted miRNA sequences were mapped against the known plant miRNAs, deposited in miRBase v20 [35], allowing up to 2 mismatches during the alignment. Only those sequences that matched to known plant miRNAs with 0–2 mismatches were considered as conserved miRNAs. The remaining sequences that had 3 or more than 3 mismatches or showed no homology to any previously known plant miRNAs were regarded as novel miRNAs or potato-specific miRNAs. The predicted pre-miRNAs loci were explored further to find out their distribution among the intergenic and genic regions of the genome. It was found that 262 pre-miRNAs were encoded by intergenic regions and only 86 were encoded by genic regions (Figure 3). In the genic regions, 76 of the pre-miRNAs were located in introns, 6 in exon regions and 4 in both intron and exon regions (Figure 3). These results suggests that majority of the pre-miRNAs in potato are transcribed from non-coding part of the genome.

**Figure 3:**
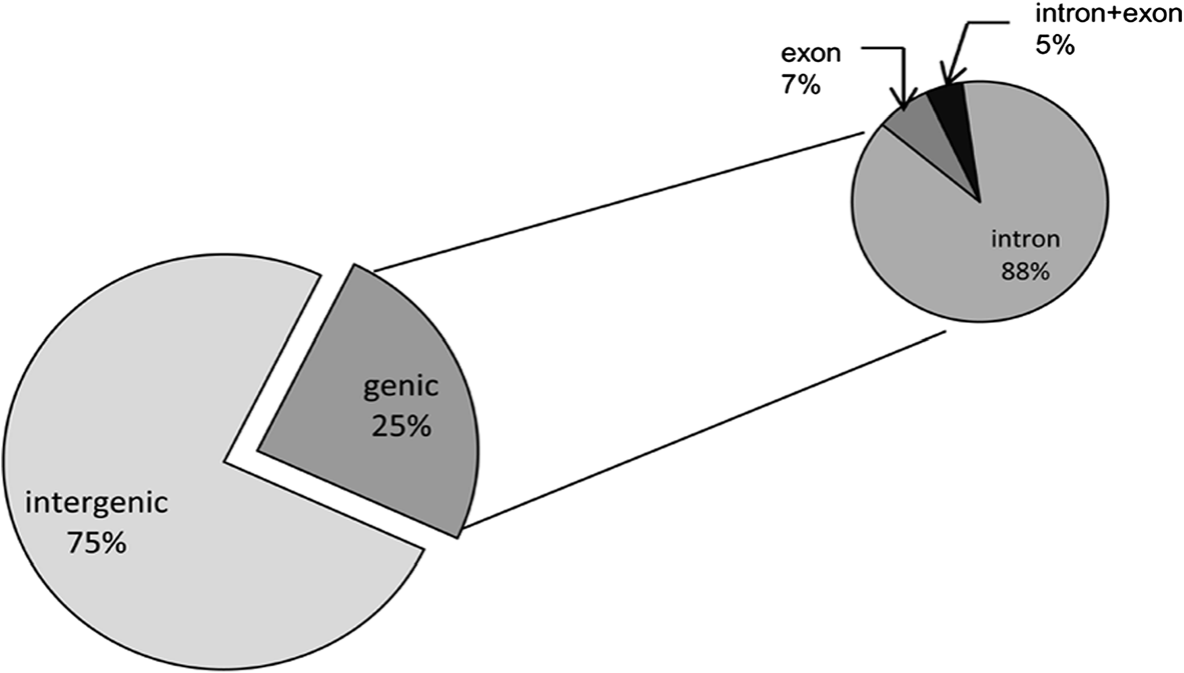
**Genomic locus distribution of predicted miRNA precursors.** Most of the miRNA precursors originate from intergenic regions, and in genic regions majority of them are encoded by introns.

#### Digital expression profiling of predicted miRNAs

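The exact mature sequences of the 346 listed miRNAs were counted in each library and set beside the read numbers of the paper's lists. For 345 miRNAs all 7 read numbers were identical. The 6 values that differed, of 2422 compared, all belonged to miRNA255, for which the paper's list gives 26 reads in root and the library holds 23. The listed values for PT1, PT2 and PT3 (18, 31 and 27) equal those held by the libraries PT0, PT1 and PT2. The listed row may thus be shifted to the next library. The divisor behind the paper's TPM was computed from the reads and TPM of each conserved miRNA. It was 7431516.5 for leaf, where the library holds 7431520 unique sequences and 25523389 reads. Over the 7 libraries the divisor and the number of unique sequences differed by at most 4.8e-05%. Abundances are given here per 1000000 reads of the library.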

The read abundance of predicted miRNAs in different libraries was normalized and expressed as transcripts per million (TPM) to measure the expression levels of these miRNAs in different samples (Additional file 1; Additional file 2; Additional file 3).

#### Conserved miRNAs

A total of 89 miRNAs, belonging to 33 families, were identified as conserved miRNAs in potato since these were also detected in other plant species. Star sequences were detected for 75 conserved miRNAs (Additional file 1). 

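Of the 88 conserved miRNAs analysed here, 71 were listed with at least 1 star sequence, and for all 71 a listed star sequence was read in the libraries. More than 1 star sequence was listed for 55 of them, and their reads were summed per miRNA. The summed star reads had a median of 353 over the 7 libraries and a range of 1 to 39106. With a minimum of 5 summed reads, 68 miRNAs retained a star. The mature sequence had a median of 15.0 times the summed star reads, and in 5 miRNAs the summed star reads exceeded the mature reads. The most abundant single star sequence exceeded the mature sequence in 3 miRNAs.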

The star sequences for the remaining conserved miRNAs were not detected which could be either due to their low expression count in the sequencing dataset or poor stability. A significant difference in the number of members was detected for each conserved miRNA family (Figure 4). The largest families identified were miR399 and miR171 with 12 members each. The second largest families, with 6 members each, were miR156, miR166 and miR172. 

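Members of a family are separate entries that can carry the same mature sequence, whose reads cannot be assigned to 1 of them. Not all are separate loci, since the listed precursors overlap in 5 pairs of conserved miRNAs, among them miR171_2 and miR171_10 on chromosome 3. The 12 listed members of miR399 carried 2 distinct mature sequences, the 11 members of miR171 analysed here carried 7, and the 6 members each of miR156, miR166 and miR172 carried 1, 2 and 3. The 88 conserved miRNAs had 48 distinct mature sequences. For example, miR156_1 lies on chromosome 12 from 55746084 to 55746181 and miR156_2 on chromosome 7 from 33142692 to 33142791 (PGSC DM assembly version 3), and both carry TGACAGAAGAGAGTGAGCAC.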

Of the remaining families, 12 comprised of 2–5 members while 16 were represented by a single member (Figure 4). A considerable variation in expression levels was found among miRNA families. Of the 33 conserved miRNA families, miR156, miR157, miR166 and miR168 showed high abundance, similar to those observed in other species [11,12], each with total TPM >1,00,000 (Additional file 1). 

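The abundance of a family was summed over the 7 libraries, with each distinct mature sequence counted 1 time. miR157 reached 100140.0 RPM (95% interval 100019.4 to 100260.7), miR156 48076 RPM (47993 to 48158) and miR168 40851 RPM (40771 to 40930.4). With miR166 and miR157, 2 families were above 100000 RPM. Division by the unique sequences of the library or by the reads of 20 to 22 nt placed 4 families above 100000. The divisor that the paper's reads and TPM imply also gave 4, but it returns the paper's values by construction. The reads behind these sums were 2663983 for miR157, 1301532 for miR156 and 1023051 for miR168.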

Among these, miR166 was the most abundantly expressed miRNA family (total TPM > 6,00,000). 

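miR166 had 6442260 reads and a total of 246119.6 RPM (95% interval 245928.6 to 246310.6), the highest of the 32 families analysed here. Of this total, 152457 RPM came from TCGGACCAGGCTTCATTCCTC, the mature sequence of miR166_1, and 93662 RPM from TCGGACCAGGCTTCATTCCCC, shared by miR166_2 to miR166_6. miR166_1 lies on chromosome 6 from 35027618 to 35027720. Its sequence was most abundant in PT3 with 25936 RPM, and the shared sequence in stem with 21943 RPM.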

While miR8016, miR530, miR1446, miR8038 and miR7992 were found to be least abundant, each with total TPM less than 10 and amongst these poorly expressed miRNAs, miR7992 had lowest read number (Additional file 1). It was also observed that different members of a given family showed variations in their expression levels which suggest functional divergence within the family (Additional file 1). 

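miR7992 had the lowest abundance, with 4 reads over the 7 libraries and a total of 0.157 RPM (95% interval 0.0023 to 0.311). Its total of 4 reads was spread over 3 libraries, with 1 or 2 reads in each, below the 3 reads that the depth can show. miR8016 had 17 reads (0.601 RPM), miR530 48 reads (1.78 RPM), miR1446 45 reads (2.04 RPM) and miR8038 79 reads (2.99 RPM). miR8046 had 133 reads and 4.76 RPM. In all, 6 families had totals below 10 RPM. When variants 1 or 2 nt longer or shorter at the 3′ end were added, miR7992 had 5.47 RPM, the highest of these 6, and miR8016 was lowest with 1.04 RPM.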

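The distinct mature sequences of the miR172 family differed in abundance. AGAATCTTGATGATGCTGCAT, carried by miR172_1 to miR172_4, ranged from 36.0 RPM in leaf to 1951 RPM in root. TGAATCTTGATGATGCTGCAT, carried by miR172_6, ranged from 1.10 RPM in leaf to 536 RPM in root. GGGAATCTTGATGATGCTGCA, carried by miR172_5, was lowest in leaf with 0.039 RPM, which is 1 read, and highest in PT3 with 68.3 RPM. Members with the same mature sequence have the same value here, so a difference between them could not be detected. From such differences between members, the paper proposes a functional divergence within the family.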

For example, the sequencing frequency of the miR172 family varied from 0.1–5778 TPM. Similar variations in read abundance were also observed among members of the miRNA families such as miR171 (0.1–1269 TPM), miR164 (0.2–6089 TPM), miR399 (0.5–232 TPM) and miR166 (23888–82963 TPM). 

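Among the 7 distinct mature sequences of miR171 the lowest value above 0 was 0.034 RPM, which is 1 read, and the highest was 429 RPM (miR171_10 in root). For miR164 the lowest value above 0 was 0.069 RPM and the highest 2042 RPM (miR164_1 and miR164_2 in stem), and miR164_3 had no read in PT2. The 2 sequences of miR399 were both lowest in root with 0.182 RPM and reached 78.0 RPM in stem (miR399_4 to miR399_12) and 32.3 RPM in PT1 (miR399_1 to miR399_3). The sequences of miR166 lay between 8377 RPM in PT0 and 25936 RPM in PT3.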

Most of the miRNAs identified in potato were also found across various plant species, which suggests their highly conserved function.

**Figure 4:**
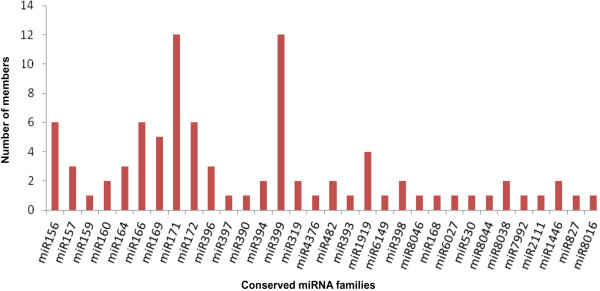
**Conserved miRNA families and their members identified in potato.** Graphical representation of the different members of conserved miRNA families identified by deep sequencing of small RNA libraries prepared from tissues of leaf, root, stem and four developmental stages of potato tuber.

#### Potato-specific miRNAs

A total of 3631 novel miRNA candidates were identified in potato that met our criteria and had no matches to any previously known plant miRNAs. These were therefore termed as potato-specific miRNAs and further categorised into (I) high-confidence potato-specific miRNAs - that had their star sequences detected in our sequencing dataset (Additional file 2) and (II) candidate potato-specific miRNAs - for which star sequences were not detected (Additional file 3). 

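Each of the 147 potato-specific miRNAs had a listed star sequence that was read in the libraries. Up to 16 star sequences were listed for a miRNA, and their reads were summed. The summed star reads had a median of 6 over the 7 libraries and were 1 read for 35 miRNAs. A minimum of 5 summed reads left 82 miRNAs with a star. In 29 miRNAs the summed star reads exceeded the reads of the mature sequence, and in 24 the most abundant single star sequence did. Candidate miRNAs have no star sequence in the paper's list.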

Of these miRNAs, 147 belonged to category I while the remaining 3484 sequences belonged to category II. Out of the 3484 category II sequences, 3372 candidate miRNAs were sequenced with less than 10 reads and thus excluded from the analysis resulting in 112 candidate potato-specific miRNAs. 

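All candidate miRNAs analysed here had at least 10 reads of the exact sequence, over the 7 libraries and also in a single library. Their reads ranged from 16 to 38161 with a median of 63. These candidates carried 78 distinct sequences. The candidates that the authors excluded at fewer than 10 reads were not analysed here.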

As the detection of star sequence is considered to increase the authenticity of predicted miRNAs [6], potato-specific miRNAs with star sequences (category I) were selected for further analysis and termed as potato-specific miRNAs in this study. The stem loop structure of precursors of all potato-specific miRNAs were predicted using RNAfold [33], and are provided in Additional file 4. Figure 5 shows the secondary structure of precursors of a few potato-specific miRNAs, predicted using Mfold web server [36]. The predicted hairpin length of these precursors were found to be in the range of 64–220 nt, similar to that observed in other plant species [12,37] (Additional file 2). 

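The 147 listed hairpins of potato-specific miRNAs were between 64 and 220 nt long, with a median of 150.0 nt. There were 146 distinct hairpin sequences. Every mature sequence was found in its listed hairpin.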

The adjusted minimum free energy (MFE) of miRNA precursors ranged from -82.3 to -25.9 kcal mol^-1^, with an average of about -54 kcal mol^-1^, which was in accordance with the free energy values reported for miRNA precursors in other plant species (-59.5 kcal mol^-1^ in *A. thaliana*, -71.0 kcal mol^-1^ in *O. sativa* and -50.01 kcal mol^-1^ in peanut) [12] (Additional file 2). This indicates a high stability of the hairpin structures. Thus, the pre-miRNAs had MFE much lower than the free folding energies of transfer RNA (-27.5 kcal/mol) and ribosomal RNA (-33 kcal/mol) [38].

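Each of the 147 hairpins was folded with RNAfold at 37 °C, and its MFE was multiplied by 100 and divided by its length to give the adjusted MFE. The adjusted MFE ranged from -82.3 to -24.4 kcal mol-1. The mean was -49.5 kcal mol-1 (95% interval of the mean -51.5 to -47.5, SD 12.3 over the 147 hairpins). The MFE before adjustment was between -141.6 and -18.5 kcal mol-1. Folding at the growth temperature of 22 °C gave a mean adjusted MFE of -63.9 kcal mol-1. The adjusted MFE was -56.2 kcal mol-1 for the precursor of miRNA53 and -45.2 kcal mol-1 for that of miRNA72.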

**Figure 5:**
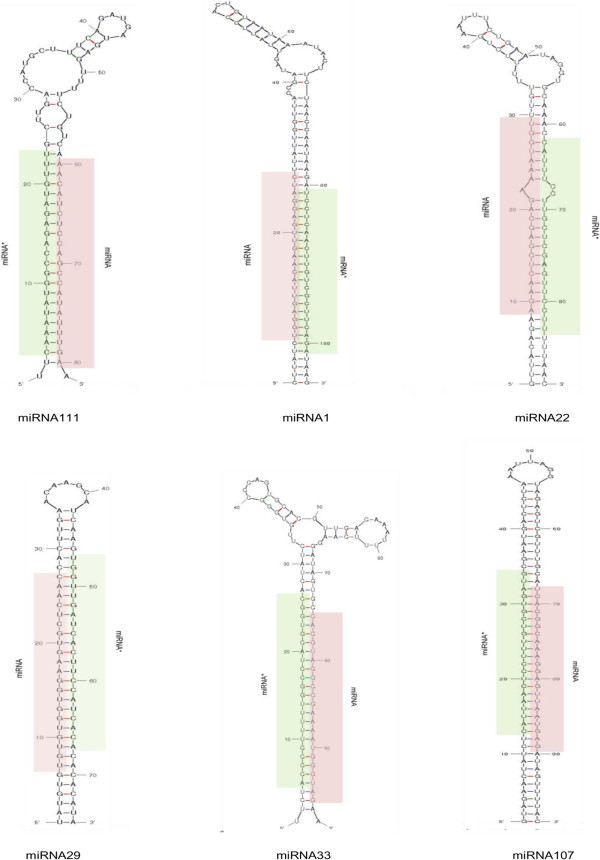
**Predicted secondary structure of precursors (Mfold) of few potato-specific miRNAs.** The mature miRNA sequences are highlighted in light red colour while the star sequences are highlighted in light green colour. Hairpin structure of all pre-miRNAs of potato-specific miRNAs, predicted using RNAfold, is given in Additional file 4.

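Abundance was compared between the lists with each distinct mature sequence counted 1 time. The 48 conserved sequences had a median total of 182 RPM over the 7 libraries, the 128 potato-specific sequences 0.544 RPM and the 78 candidate sequences 2.75 RPM. Of the potato-specific sequences, 124 (96.9%) were below the conserved median. The ranges overlapped, since conserved totals started at 0.157 RPM and potato-specific totals reached 21317 RPM. Candidate sequences had passed the authors' minimum of 10 reads, so their median is not comparable with the others.

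**Figure D2:**
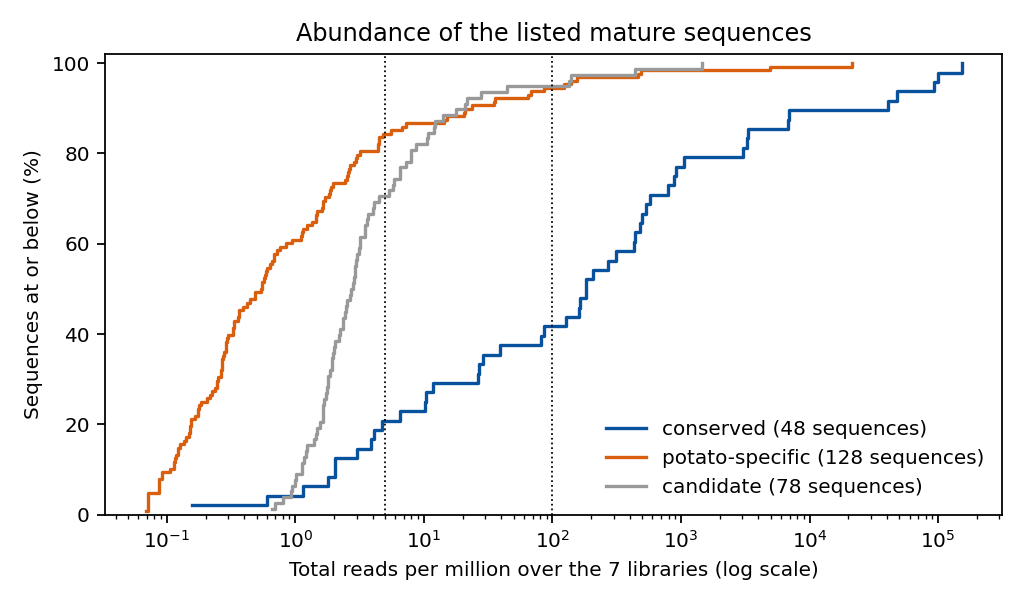
Percent of distinct mature sequences (vertical axis) with a total at or below the value on the horizontal axis (RPM summed over the 7 libraries, log scale), with 1 line each for conserved, potato-specific and candidate miRNAs. The dotted lines mark 5 and 100 RPM, and 84.4% of the potato-specific and 20.8% of the conserved sequences lie below 5 RPM.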

The sequencing frequencies of a majority of potato-specific miRNAs were found to be low, consistent with the hypothesis that species-specific miRNAs are often expressed at a lower level as compared to conserved miRNAs [5,6]. 

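Of the 147 potato-specific miRNAs, 124 had a total below 5 RPM over the 7 libraries, which is 84.4% (95% Wilson interval 77.6 to 89.3%). When the reads were divided by the reads of 20 to 22 nt, which moved this most, the share was 62.6%. The median total was 0.661 RPM, and 97 miRNAs had no read in at least 1 library.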

Most of these miRNAs (about 65%) were detected with total TPM less than 5 (Additional file 2). However, a few miRNAs (14) were found to have total TPM more than 100. 

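A total above 100 RPM was found for 9 potato-specific miRNAs. The 2 most abundant of them held 93.2% of the 705280 reads of all potato-specific miRNAs. With each distinct mature sequence counted 1 time, 7 sequences were above 100 RPM.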

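miRNA72 had 531793 reads and a total of 21317 RPM, and miRNA53 had 125243 reads and 4948 RPM. The next most abundant, miRNA34, had 489 RPM. miRNA72 (TTGGTTGAGTGAGCATCTAAG) lies on chromosome 12 from 4138934 to 4139059 and miRNA53 (TTCCATGAGACTGTTTTTGGGT) on the same chromosome from 57942372 to 57942546 (PGSC DM assembly version 3). The mature sequence held 96.8% of the reads that matched the hairpin of miRNA72 and 73.2% of those that matched the hairpin of miRNA53. Their listed star sequences together had 3948 and 870 reads.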

Among all the potato-specific miRNAs, miRNA53 and miRNA72 were the most abundant, with total TPM more than 15000 (Additional file 2).

Some predicted conserved and potato-specific miRNAs displayed significant variation in expression level among the different tissues (Additional file 1 and Additional file 2). 

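The mature sequence of miR156 had between 64142 reads in root and 351937 reads in PT0. Its abundance was 12559 RPM in PT0 (95% Wilson interval 12518 to 12600.1), 9418 RPM in PT2, 7650.4 RPM in PT1 and 7362 RPM in PT3. In the vegetative tissues it was 4743 RPM in stem, 3418 RPM in leaf and 2926 RPM in root. PT0 exceeded the next library, PT2, by 0.42 on the log2 scale (95% interval 0.41 to 0.42). The lowest tuber stage, PT3, exceeded the highest vegetative tissue, stem, by 0.63 (0.62 to 0.64), and by 1.01 when reads were divided by the reads of 20 to 22 nt. The spread between replicates is not known, so these ratios could not be set against it.

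**Figure D3:**
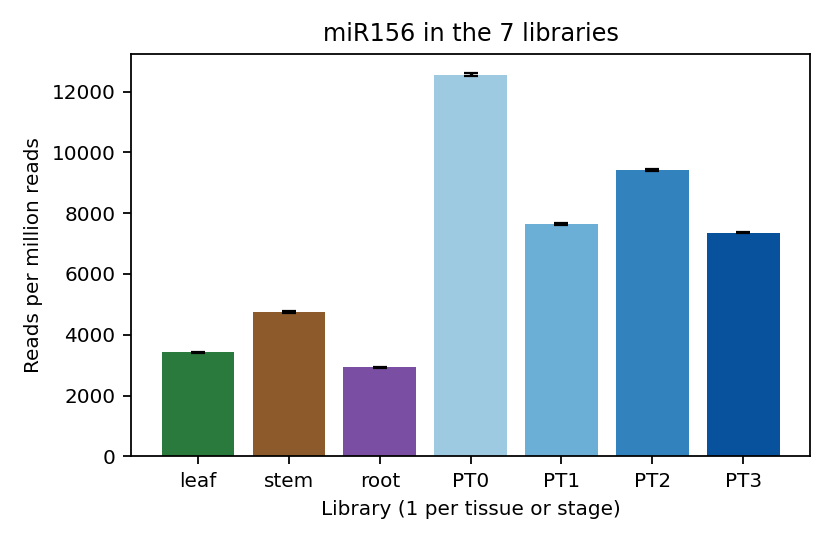
RPM of the miR156 mature sequence (vertical axis) in each of the 7 libraries (horizontal axis). Bars are single libraries and error bars 95% Wilson intervals. The 4 tuber stages lie between 7362 and 12559 RPM and the 3 vegetative tissues between 2926 and 4743 RPM.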

For example, conserved miRNA - miR156 exhibited high expression during tuberization stages, with highest level at PT0 (Additional file 1). 

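miRNA72 was most abundant in stem with 6641 RPM (95% Wilson interval 6608 to 6675), followed by root with 4416 RPM. The log2 ratio of stem to root was 0.59 (95% interval 0.58 to 0.60). Leaf had 2322 RPM. Of the tuber stages, PT1 had 2692 RPM, PT0 2149 RPM, PT2 1694 RPM and PT3 1402 RPM, and the log2 ratio of PT1 to PT0 was 0.32 (0.31 to 0.34). These intervals hold for the 2 libraries compared and not for biological variation. The paper proposes from such differences that these miRNAs have a role in specific tissues or developmental stages.

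**Figure D4:**
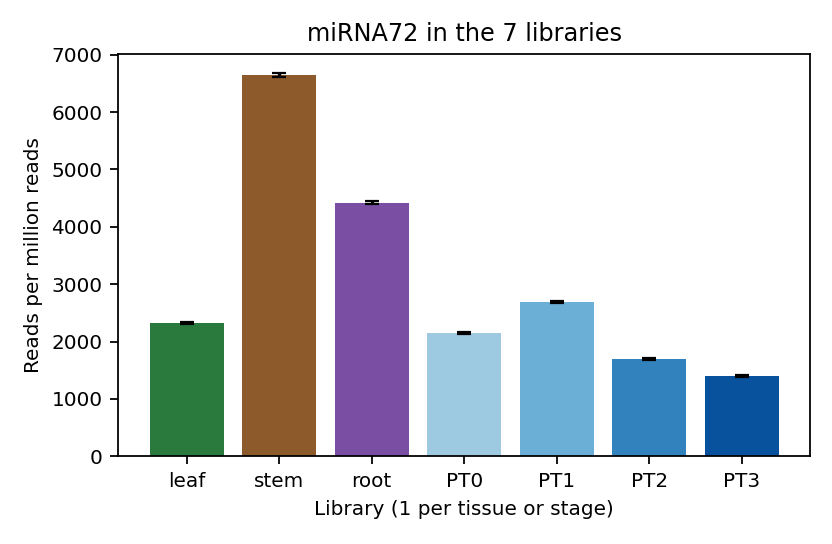
RPM of the miRNA72 mature sequence (vertical axis) in each of the 7 libraries (horizontal axis). Bars are single libraries and error bars 95% Wilson intervals. Stem is highest with 6641 RPM, and PT1 is the highest of the tuber stages with 2692 RPM.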

Among potato-specific miRNAs, miRNA72 had highest sequencing frequencies in stem and displayed significant change in expression level during tuberization stages (with highest expression at PT1) (Additional file 2). These findings suggest the probable role of these regulatory miRNAs in specific tissues or during specific developmental stages in potato. In this study, biological replicates were not used for sequencing. Hence, the digital expression data only gives an indication of variation in expression level between different tissues. This could be further confirmed by qRT-PCR as has been done for some of the miRNAs in this study (see below).

### Expression profile of conserved and potato-specific miRNAs in different tissues by qRT-PCR

Quantitative real time PCR was performed to determine the expression levels of conserved and potato-specific miRNAs in different vegetative tissues (leaf, stem and root) and four early developmental stages of tuberization (PT0–PT3; Figure 1) to validate results obtained through digital expression profiling of potato miRNAs (described above). In this study, based on the TPM values, we selected 15 conserved miRNAs and 6 potato-specific miRNAs (with TPM > 10). 

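All 21 miRNAs of the panel, 15 conserved and 6 potato-specific, had totals above 10 RPM over the 7 libraries. The totals ranged from 26.2 RPM for miR8044_1 to 100140.0 RPM for miR157_1. In each single library, 11 of the 21 had at least 10 RPM.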

The expression level of each miRNA in PT0 was set as control, taken as 1 and expression level in all other tissues was quantified relative to it. The expression profiles of conserved and potato-specific miRNAs have been shown in Figure 6A and Figure 6B, respectively.

**Figure 6:**
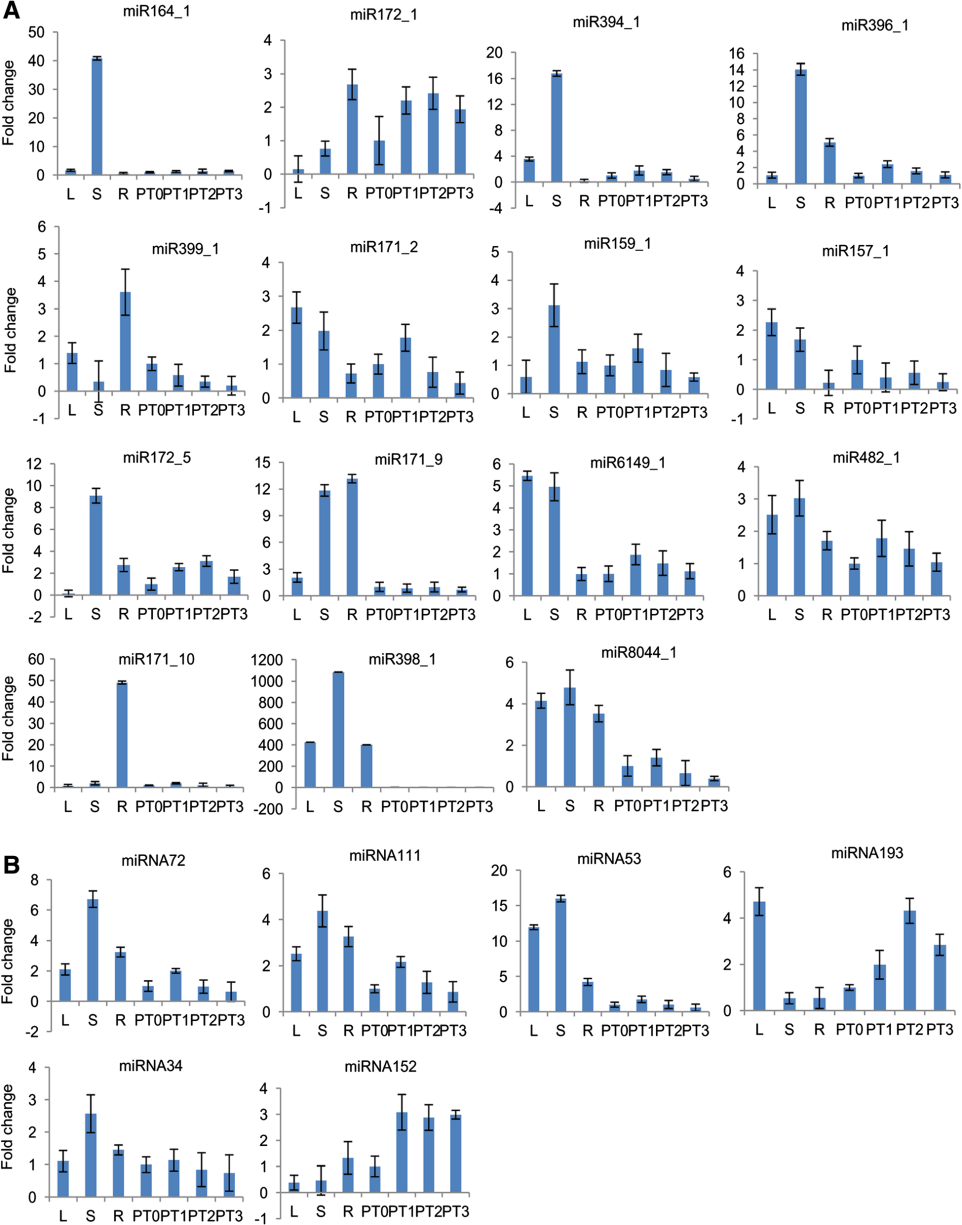
**Expression analysis of miRNAs in different tissues and different development stages of tuberization in potato by qRT-PCR. A)** The expression profile of 15 conserved miRNA identified in this study in potato (miR164_1, miR172_1, miR394_1, miR396_1, miR399_1, miR171_2, miR159_1, miR157_1, miR172_5, miR171_9, miR6149_1, miR482_1, miR171_10, miR398_1, miR8044_1). **B)** The expression profile of 6 potato-specific miRNAs identified in this study (miRNA72, miRNA111, miRNA53, miRNA193, miRNA34, miRNA152). The expression level of each miRNA in PT0 was set as control and taken as 1, and expression level in all other tissues was quantified relative to it. 18S rRNA was taken as an endogenous control. L - Leaf, S - Stem, R - Root, PT0 - 0 stage of tuberization, PT1 - 1^st^ stage of tuberization, PT2 - 2^nd^ stage of tuberization, PT3 - 3rd stage of tuberization (for details of the tuberization stages see Figure 1).

#### Expression profile of miRNAs in vegetative tissues

Among conserved miRNAs, the expression of miR164_1 and miRNA171_10 appeared to be restricted to stem and root, respectively while miR8044_1 showed abundant expression in all the examined vegetative tissues. miR394_1 exhibited the highest expression in stem and moderate expression in leaf. miR171_2 and miR157_1 showed low expression in root whereas relatively high expression was observed in leaf and stem. The expression of miR396_1 and miR172_5 was found to be most abundant in stem and moderate in root whereas the expression of miR399_1 was relatively high in root. miR172_1 had high expression level in root, low expression in stem and could rarely be detected in leaf while miR159_1 demonstrated highest expression in stem but low expression in leaf and root. The expression of miR6149_1 and miR482_1 was higher in leaf, stem and lower in root. miR171_9 showed strong expression in stem and root but weak expression in leaf and miR398_1 was found to be expressed predominantly in stem, followed by leaf and root.

Among potato-specific miRNAs, miRNA53 had higher level of expression in leaf and stem, and moderate level in root. miRNA193 appeared to be highly expressed in leaf and weakly in stem and root. The expression pattern of miRNA111, miRNA72, miRNA34 were found to be very similar - high expression in stem, followed by root and leaf while miRNA152 exhibited moderate level of expression in root and low expression in leaf, stem.

#### Expression profile of miRNAs during tuber developmental stages

The expression of miR164_1, miR399_1, miR157_1, miR398_1, miR171_10, miR171_9 (conserved miRNAs) and miRNA53 (potato-specific miRNAs) could barely be detected during tuberization stages. Among potato-specific miRNAs, miRNA111, miRNA72 and among conserved miRNAs, miR171_2, miR396_1, miR159_1, miR6149_1, miR8044_1 and miR482_1 had very similar pattern of expression during different tuberization stages. They showed a slight increase in expression at PT1 stage and then a gradual decrease during later stages whereas miRNA34 and miR394_1 was found to be expressed at low level in all the stages with no variation in expression levels. miR172_5 showed moderate level of expression during tuberization - similar expression level at PT1 and PT2 stage, then a slight decrease in abundance at PT3 stage. The expression of miRNA193, miRNA152 (potato-specific miRNAs) and miR172_1 was relatively high during tuberization. miRNA193 and miR172_1 showed a gradual increase in abundance from PT1–PT2, reaching the maximum expression at PT2, then a decrease thereafter whereas miRNA152 showed similar level of expression during all the stages.

It was found that digital expression data and qRT-PCR expression profiles of miRNAs in different tissues and developmental stages of tuberization do not correlate with each other. 

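The qRT-PCR values were not analysed here, and the digital expression was compared with the tissue that the paper's text on qRT-PCR gives as highest. For 14 of the 21 miRNAs the text names a single vegetative tissue. For 7 of these the same tissue had the highest RPM among leaf, stem and root, and for the other 7 another tissue had. The 7 with another tissue were miR172_5, miR399_1, miR159_1, miRNA193, miRNA111, miRNA34 and miRNA152. The primer that the paper lists for miR399_1 equals the mature sequence listed for miR319_1 and miR319_2, and the reads of that sequence were also highest in stem among the vegetative tissues (49.2 RPM, against 10.7 RPM in root and 0.196 RPM in leaf). The difference between the highest and the next vegetative tissue was within counting error for miR159_1 (log2 ratio 0.02, 95% interval -0.06 to 0.10) and for miR398_1 (0.04, -0.03 to 0.11). Relative to PT0, the largest log2 ratio was 10.07 for miR398_1 in stem (95% interval 8.65 to 11.48), which rests on 4 reads in PT0. The smallest was -7.53 for miR172_5 in leaf (-10.37 to -4.70), which rests on 1 read in leaf. With the reads divided by the reads of 20 to 22 nt, an alternative chosen after seeing the data, 11 of the 126 ratios to PT0 changed direction, and the largest of these was 0.42 in size. Division by the unique sequences changed the direction of 2. The paper concludes that the digital expression data and the qRT-PCR profiles do not correlate, and proposes a bias of the RNA ligase as the reason.

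**Figure D5:**
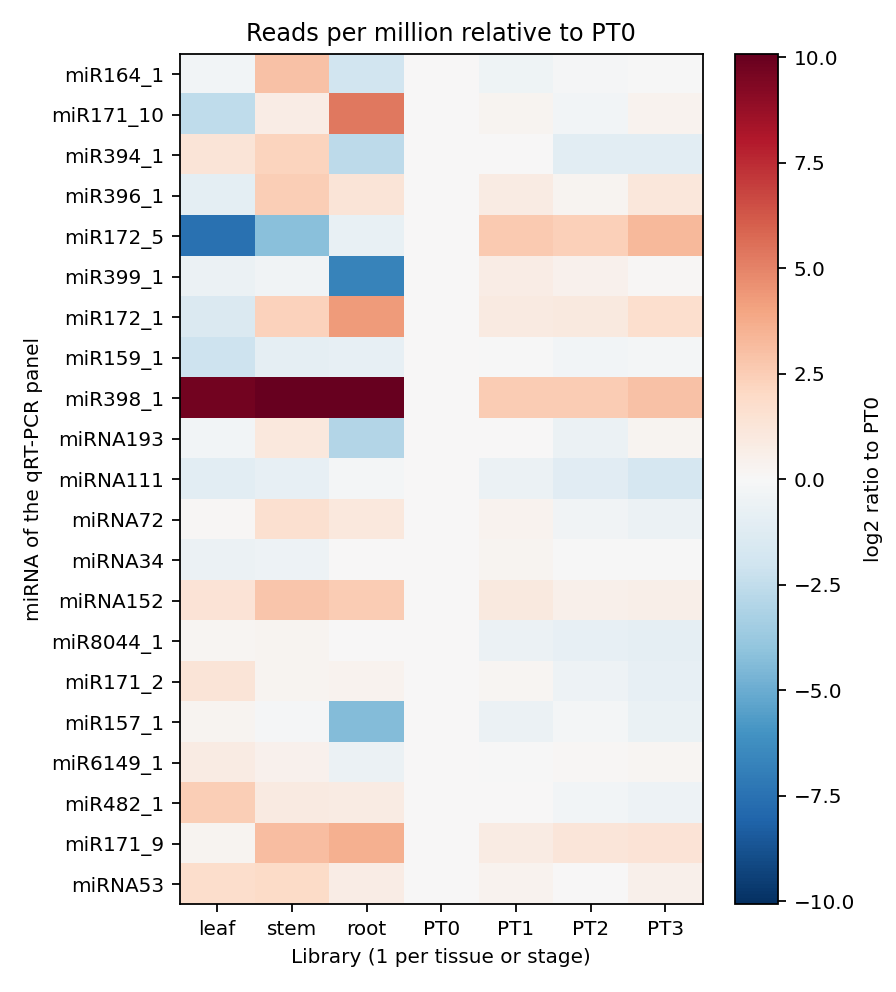
log2 ratio of the RPM in each library to that in PT0 (colour) for the 21 miRNAs of the qRT-PCR panel (vertical axis) in the 7 libraries (horizontal axis). Red is above and blue below PT0. The values run from -7.53 (miR172_5 in leaf) to 10.07 (miR398_1 in stem). Of the 126 ratios, 11 change direction when divided by the reads of 20 to 22 nt, among them miRNA72 and miR157_1 in leaf, and 2 when divided by the unique sequences.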

The probable reason for this variation could be the biasness of RNA ligase activity during small RNA library preparation [39].

### Target prediction for conserved and potato-specific miRNAs

In order to explore the functional role of all the identified miRNAs in diverse biological processes, their putative target genes were predicted using the open source web server psRNATarget [40] with default parameters (see Methods). The transcript sequences of the potato genome (Group Phureja DM1-3 516R44) were used as a reference set. Additional file 5 and Additional file 6 provide detailed information regarding the predicted targets for conserved and potato-specific miRNAs respectively. A majority of the miRNAs were found to target more than one transcript.

Among conserved miRNA targets, most of them were found to be transcripts coding for transcription factors (Additional file 5), such as Squamosa promoter-binding protein (regulated by miR156), GRAS family transcription factors (targeted by miR171), GAMYB-like2 (targeted by miR159), APETALA2 (target of miR172), NAC domain containing protein (targeted by miR164), Auxin response factors (regulated by miR160), PHAVOLUTA-like HD-ZIPIII protein (target of miR166) and nuclear transcription factors - YA4, YA5, YA6 (targeted by miR169). In addition to transcription factors, other targets included mRNA coding for F-box family protein (miR394), disease resistance protein and fiber expressed protein (miR159), laccase (miR397), salt tolerance protein (miR157), UDP-glucoronate decarboxylase 2 (miR164), DNA binding protein (miR166 and miR396), NL25 disease resistance protein (miR482), protein phosphatase and kinase (miR390), AGO1-1 (miR168), galactose oxidase (miR6149) and proteins with unknown functions (Additional file 5). Most of the conserved miRNA targeted plant transcription factors (SBP, NAC, ARF, GRAS, YA, AP2) were found to be similar to the conserved miRNA targets predicted in *Arabidopsis* and other plants [2,9,41], underlining the role of conserved miRNAs in essential biological processes.

For potato-specific miRNAs, targets were predicted successfully for 142 out of 147 miRNAs. Target genes were not found for the remaining five miRNAs which could be due to stringent cut-off used in our prediction analysis to reduce the number of false positives and to obtain reliable results. Their targets included mRNA coding for tropinone reductase I, Cdk10/11, endo-1,4-beta-D-glucanase, XH/XS domain containing protein, ankyrin repeat containing protein, cytochrome P450, alpha amylase, glucosyltransferase and others (Additional file 6). A few potato-specific miRNAs showed lipoxygenase and protein phosphatase type 2A, that are known to be involved in potato tuberization [42,43], as their predictive targets (Additional file 6). In addition, some potato-specific miRNAs were also found to target transcription factors including NAC domain protein, GRAS family transcription factors, MADS-box family protein and ARF domain class transcription factor (Additional file 6). These transcription factors have been known to be involved in regulating developmental processes in plants [2]. These results imply that these potato-specific miRNAs might be involved in some specific developmental as well as essential biological processes in potato. Many of the potato-specific miRNA target transcripts that code for proteins of unknown function.

Further, all the predicted targets of potato-specific miRNAs, identified in this study, were subjected to GO analysis using Blast2GO [44] to gain a better understanding of their functions. GO terms were categorized into biological processes, molecular functions and cellular component. The GO results revealed that within the cellular component category, most of the genes are localized in membrane and nucleus (Figure 7). In the category of molecular functions, majority of targets are involved in binding activities (Figure 7). With respect to biological processes, most of the genes participate in oxidation-reduction processes, metabolic processes, regulation of transcription, transport, signal transduction and defense responses (Figure 7). Detailed information of GO annotation is provided in Additional file 7.

**Figure 7:**
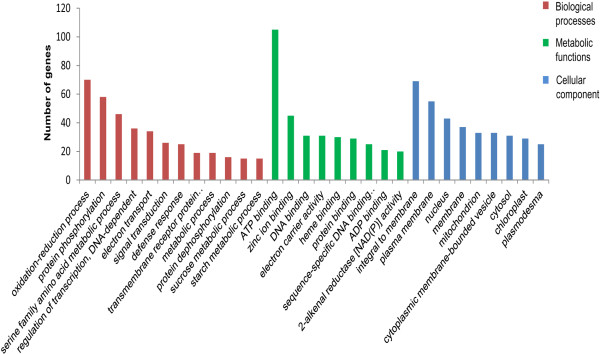
**GO analysis and categorization of putative targets of potato**-**specific miRNAs.** According to GO annotation, the putative targets of potato-specific miRNAs are categorized into biological process, molecular function and cellular component.

### Experimental validation of conserved miRNA targets

Cleavage site of predicted targets of four conserved miRNAs in potato were further verified by 5′ RLM-RACE. The predicted targets of miR160, miR164, miR172 and miR171 were *ARF16*, *NAM*, *RAP1* and *HAM*, respectively. The cleavage site was found to be between 10–11 bases, from the 5′ end of the miRNA, for *ARF16* (PGSC0003DMT400062489), *NAM* (PGSC0003DMT400032280) and *RAP1* (PGSC0003DMT400071731) (Figure 8). However, *HAM* ((PGSC0003DMT400012104) was found to be cleaved between 10–11 and 13–14 bases from the 5′ end of the miRNA binding site (Figure 8).

**Figure 8:**
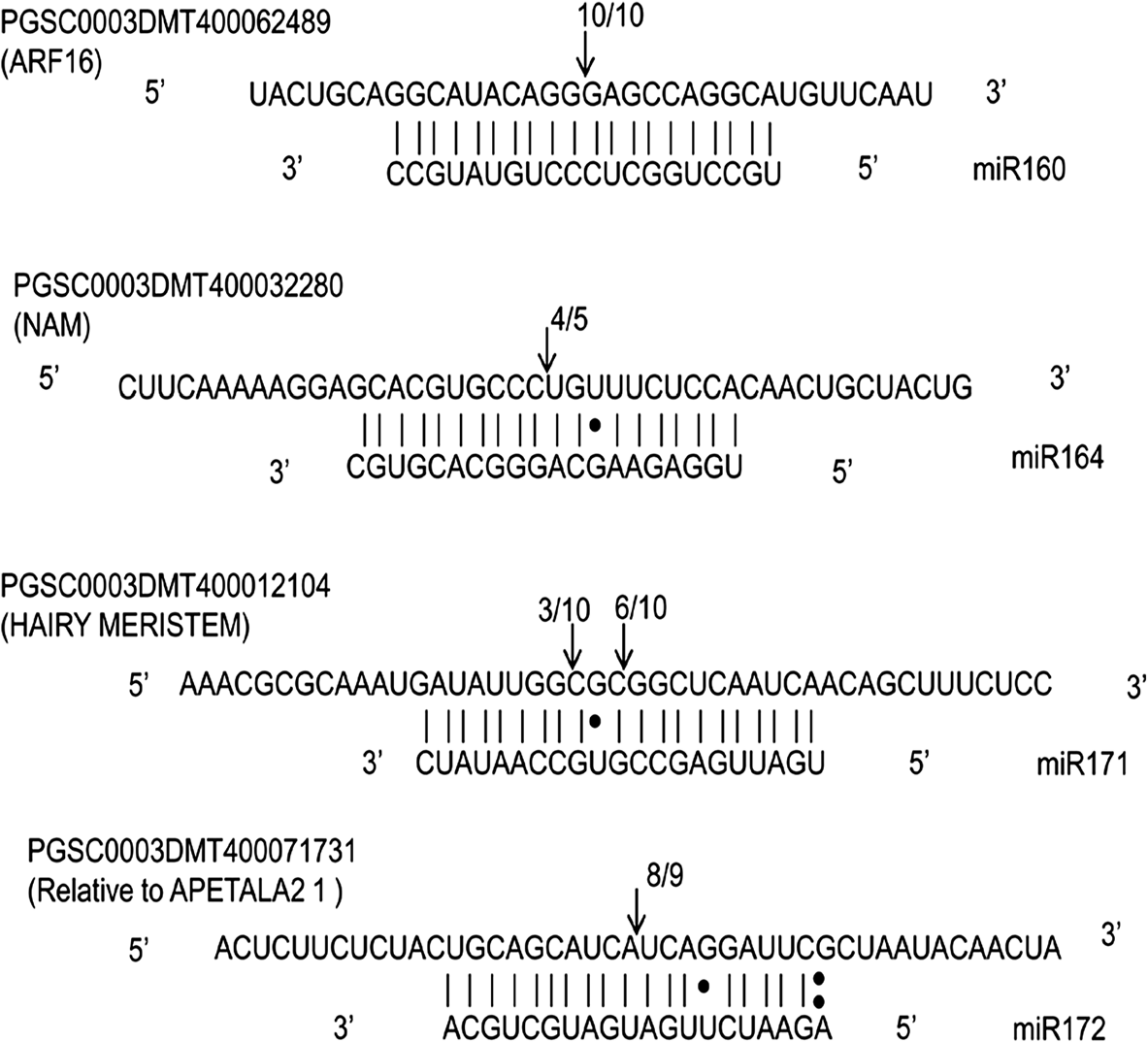
**Target validation of conserved miRNAs by 5′ RLM-RACE.** Cleavage site of four conserved miRNAs targets were experimentally verified. The arrow indicates the cleavage site with the frequency of cloned RACE products shown above it. The vertical lines indicates matched base pairs and dot denotes G:U pairs, ‘:’ symbolize mismatches.

## Discussion

Since the discovery of sRNAs (miRNAs & siRNAs) as regulators of gene expression in *C. elegans*[45], there has been intense interest in the sRNA biology in eukaryotic organisms. In plants, extensive studies in the past several years have clearly shown that miRNAs regulate gene expression at the post-transcriptional level by degrading or repressing translation of targeted mRNAs and play important roles during plant development and growth [2]. Here, we report identification and characterization of a population of both conserved and potato-specific miRNAs from different vegetative tissues and various well-defined stages of tuberization. Also, we discuss the potential role of these validated miRNAs in various developmental processes in potato.

In this study, with the application of high-throughput sequencing technology, we identified 89 conserved miRNA (belonging to 33 families), 147 potato-specific miRNAs and 112 candidate potato-specific miRNAs, based on the sequenced potato genome dataset [19]. Consistent with previous reports [5,6], a majority of the potato-specific miRNAs predicted in our analysis, showed low sequencing frequencies as compared to conserved miRNAs in the dataset. The majority of the pre-miRNAs were found to be encoded by intergenic regions which is also consistent with earlier findings [46].

The analysis of sRNA population in potato revealed that 24 nt long sRNAs (which mainly contains heterochromatic siRNAs) dominated the sRNA transcriptome, in both total reads and unique sequences, as observed in many other plant species [6-15]. The high percentage of 24 nt sRNAs suggests an important role of this class in maintaining genome integrity by heterochromatic-histone modification [1]. The high ratio of total reads/unique sequences for 21 nt length class indicated the high abundance of this size class. 

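Of the 245 distinct mature sequences in the 3 lists, 62 were 22 nt, 15 were 20 nt and the rest 21 nt long. Among the 48 conserved sequences, 36 were 21 nt, and 6 each were 20 nt and 22 nt. Among the 128 potato-specific sequences, 85 were 21 nt, 37 were 22 nt and 6 were 20 nt.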

The majority of the identified miRNAs were 21 nt in length, which is the canonical size for miRNAs generated from DCL1 processing. Only a few miRNAs showed minor variations in size (20 or 22 nt long) which could be due to inaccuracy of DCL1 processing [7].

Previously, many conserved miRNAs were reported in potato by a computational approach using available EST, GSS and nr databases [23-26]. A recent study by Zhang et al. (2013) has led to the identification of 120 potato-specific miRNA families and 28 conserved miRNA families in leaf and stolon tissues by high-throughput sequencing [28]. However, majority of potato-specific miRNAs predicted by Zhang et al. (2013) were also detected in our sequencing dataset but could not meet the criteria for miRNA annotation employed in our analysis and thus excluded from further analysis.

To observe the expression profile of identified miRNAs, qRT-PCR was performed for 15 conserved and 6 potato-specific miRNAs. Our qRT-PCR results showed that majority of potato-specific (4) and conserved miRNAs (13) expressed at relatively high level in the stem tissues. This indicates that either these miRNAs express highly in the stem tissues or most of these miRNAs are being continuously transported through the conductive vascular tissues. In case of their high expression in stem it is possible that they might play an important role in stem development and differentiation. On the other hand, potato miR172 and other miRNAs (miR399, miR395) have been shown to be involved in graft transmissible movement through the conductive vascular tissues [20,47]. Interestingly, potato-specific miRNAs miRNA193, miRNA152 and the conserved miR172_1, miR172_5 showed significant expression during developmental stages of tuberization. This indicates a probable role for these miRNAs in potato tuberization. In our analysis, the expression profile of miR172 (known to be involved in potato tuberization) during developmental stages of tuberization was consistent with the previous report [20]. Also, we found that miR172_1 expressed at a high level in potato roots, which was not reported previously.

To investigate the functional importance of the identified miRNAs, targets were predicted using psRNA target finder server [40] and the annotated potato genome transcript data [19]. Among conserved miRNAs, miR164 was predicted to target mRNA encoding for NAC domain containing proteins. It has been also reported that miR164 is a key regulator in diverse developmental processes including floral, embryonic, vegetative organs and lateral root development [48,49]. PHAVOULTA like HD-ZIP III transcription factor was one of the predicted targets of miR166 in our study. Previous studies showed that miR166/miR165 targets HD-ZIP III transcription factor genes and regulate a wide range of developmental processes including meristem formation, vascular development, lateral organ polarity, root and nodule development [50-52]. In our analysis, miR159 and miR319 were predicted to target mRNA coding for GAMYB like transcription factor. GAMYB transcription factors are involved in GA signalling and it has been proven that miR159-mediated regulation of GAMYB affects plant anther development and flowering time in Arabidopsis [53]. Auxin response factor was found as a predicted target of miR160. It has been observed that miR160 targets ARF10, ARF16 and ARF17 and regulate various aspects of plant development in Arabidopsis [54]. Squamosa-promoter binding protein was predicted as the target of miR156 and miR157. Previous studies have demonstrated that miR156 plays a vital role in controlling leaf development, apical dominance, floral transition and development [55-57] by targeting several members of the Squamosa promoter binding protein like (SPL) family of plant-specific transcription factors. Interestingly, a recent study has shown that overexpression of miR156 in potato leads to development of stolon-borne aerial tubers from distal nodes [21]. The digital expression profile reported in this study also showed high abundance of miR156 in tuber developmental stages with highest level at PT0 (stolon development), suggesting a role of miR156 in the phase transition from basal lateral juvenile shoots to a storage organ in the process of tuber development. In our analysis, miR171 was found to target GRAS family transcription factors and HAIRY MERISTEM (a member of GRAS family transcription factor). They have been shown to be involved in regulating various aspects of plant growth and development [58]. In potato, our qRT-PCR data showed that all the three members of miR171 expressed highly in vegetative tissues (leaf and stem-miR171_2, stem and root-miR171_9, root-miR171_10), indicating a role of miR171 in regulating potato developmental process. Previous studies have indicated that miR172 largely targets gene encoding members of APETALA2 (AP2) and AP2-like transcription factor family and plays a major role in the regulation of flowering time, vegetative phase change and floral organ identity, by cleaving and repressing the translation of its target mRNAs [59-61]. Recently, miR172 has been shown to induce tuberization by regulating long distance signals and targeting *RAP1* mRNA (*Relative to APETALA2 1*) [20]. Our prediction analysis showed *RAP1*, which is a known target of miR172 in potato [20], as a predicted target of miR172. This data supports the efficacy of our target prediction analysis.

Further, miRNA-mediated cleavage of target of conserved miRNAs was confirmed by 5′ RLM-RACE. Several targets of conserved miRNAs have been validated using RACE analysis in tomato, pepper and rice [8,13,62]. However, this is the first study in potato where 5′ RLM-RACE was performed to authenticate predicted targets of conserved miRNAs. Our RACE results confirmed that transcripts of *AFR16, NAM, RAP1 and HAM* were cleaved *in vivo* by miR160, miR164, miR172 and miR171, respectively. For potato-specific miRNAs, degradome sequencing approach is being used for mapping of the cleavage site.

Our target prediction analysis in potato and other studies on plant species, especially rice and Arabidopsis, strongly suggest that most of the conserved miRNAs target plant transcription factors (SBP, NAC, ARF, GRAS and AP2) [2,9,41], thereby emphasizing the role of conserved miRNA in essential biological processes in plants, including potato tuberization.

GO was performed on potato-specific miRNAs targets to gain a better understanding of their possible function [44]. GO results revealed that majority of the targets are involved in oxidation-reduction processes, metabolic processes, regulation of transcription, transport, signal transduction and defense responses. These results suggest that they covered a broad range of physiological and metabolic processes. Thus, in contrast to conserved miRNA targets, most of the putative targets of potato-specific miRNAs were not transcription factors. A few potato-specific miRNAs were predicted to target transcripts encoding transcription factors, including NAC domain protein, GRAS family transcription factors, MADS-box family protein and ARF domain class transcription factor. These transcription factors are known to be targeted by conserved miRNAs and play a major role in various aspects of plant growth and development [2]. Thus, it appears that the potato-specific miRNAs might play important roles in essential biological processes as well. Future studies are essential to explain the functional significance of the inverse relationship between miRNA and their target which will improve our knowledge about the regulatory role of miRNAs in potato.

With respect to potato tuberization, expression profiling by qRT-PCR and target prediction studies indicated that a few miRNAs might play a role during transition from stolon to tuber development. qRT-PCR results indicated that miR172_1, miR172_5 (conserved miRNAs) and miRNA193, miRNA152 (potato-specific miRNAs) showed significant expression during developmental stages of tuberization. Lipoxygenase (LOX) was predicted as one of the targets of miRNA150, miRNA163, miRNA37, miRNA78 and miRNA108. Protein phosphatase type 2A (PP2A) was found to be a predicted target of miRNA90. Previous studies have suggested the role of miR172, LOX and PP2A in potato tuber developmental process [20,42,43]. Therefore, these potential miRNAs and their target genes are being further investigated to determine their roles in potato tuber development.

## Conclusions

In summary, we report a comprehensive study of potato miRNAs at genome-wide level using three different vegetative tissues and four early developmental stages of tuberization by high-throughput sequencing and high-end bioinformatics methods. We have identified a population of potato-specific miRNAs that could fill the gap in understanding the regulatory role of miRNAs in potato. The digital expression data was further quantified by qRT-PCR to determine up- and down-regulations of potato miRNAs in various vegetative tissues and developmental stages of tuberization. The putative target genes were predicted for conserved and potato-specific miRNAs to gain a better understanding of their function. Further, a few conserved miRNA targets were also validated by 5′ RLM-RACE and the predicted target genes for potato-specific miRNAs were subjected to GO annotation to infer the functional role of target genes.

## Methods

### Plant material

The plantlets of *Solanum tuberosum* (cv. Kufri Chandramukhi) were raised *in vitro* on MS medium [63] and maintained under the 16 hr light/8 hr dark photoperiod conditions at 22°C. The leaves, stem and root were collected from 45 days old whole *in vitro* grown potato plantlets and immediately frozen in liquid nitrogen, subsequently stored at -80°C until used. These *in vitro* grown plantlets were then potted and grown under natural field conditions, during the period of November-January, in the net house at the Department of Botany, University of Delhi, India. Tissues from the four early developmental stages of tuberization were harvested from these naturalized plants, frozen in liquid nitrogen and stored at -80°C until used.

### Total RNA isolation

Total RNA was isolated from the above mentioned tissues (0.2 grams each) using TRI reagent (Sigma, USA) as per the manufacturer’s instructions. The quality and quantity of RNA isolates was verified on denaturing agarose gel and by optical density (OD) measurement, respectively.

### Small RNA library construction

Small RNA libraries for each tissue type were prepared independently using an Illumina Small RNA sample prep kit (Illumina, U.S.A), according to manufacturer’s instructions. Briefly, small RNAs (20–40 nt) were separated on 15% denaturing polyacrylamide gel and purified. Next, small RNAs were ligated with the 5′ and 3′adapters sequentially, eluted and gel purified. The 5′and 3' ligated small RNAs were reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen, U.S.A) and PCR amplified with Phusion DNA Polymerase. The quality and quantity of cDNA library was assessed using Agilent Bioanalyzer (Agilent Technologies, U.S.A). Small RNA library preparation and their high-throughput sequencing was performed using an Illumina Genome Analyzer IIx (Illumina, U.S.A) at DBT-funded High Throughput Sequencing Facility at University of Delhi South Campus, India.

### Bioinformatic analysis of sRNA sequences

The removal of poor quality sequences and trimming of adaptor sequences from the raw sequence data was carried out using the UEA sRNA workbench 2.4 - Plant version sequence file pre-processing (http://srna-tools.cmp.uea.ac.uk/) [32]. Sequences, smaller than 16 nt and larger than 30 nt were also removed. High quality trimmed sequences (16–30 nt in length, reads with no “N”, no more than 4 bases with quality score <10 and no more than 6 bases with quality score <13) were mapped onto plant t/rRNAs sequences from “Rfam” (excepted miRNAs), Arabidopsis tRNAs from “The Genomic tRNA Database”, and plant t/rRNA sequences from “EMBL” release 95. The matched sequences were removed from downstream analysis. UEA sRNA toolkit-Plant version filter pipeline (http://srna-tools.cmp.uea.ac.uk/) was also used to remove any t/rRNA matchouts [32].

### Identification of conserved and potato-specific miRNAs

The unique reads were submitted to the UEA sRNA toolkit-Plant version miRCat pipeline (http://srna-tools.cmp.uea.ac.uk/) [32] and default criteria were used to predict potato-specific and conserved miRNAs in potato. The reads were aligned to the potato reference genome (PGSC DM assembly version 3) (http://potatogenomics.plantbiology.msu.edu/) with no mismatch. The 100 nt windows around the aligned reads were extracted from the genome and folded using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) [33] to identify precursor sequences. The resulting secondary structures were then trimmed and analysed by miRCat to confirm the characteristic miRNA hairpin structure. These potential precursors were then screened based on updated criteria for annotation of plant miRNAs developed by Meyers et al. [34] to recover the potential miRNA candidates - 1) The miRNA and miRNA* are derived from opposite stem-arms such that they form a duplex with two nucleotide 3′ overhangs 2) Base-pairing between the miRNA and miRNA* is extensive such that there are typically four or fewer mismatches. 3) The frequency of asymmetric bulges is one or none and size of the bulge is no more than 2 nucleotides within the miRNA/ miRNA* duplex. To identify the conserved miRNAs in potato, all the predicted miRNA sequences were mapped to known mature plant miRNAs deposited in miRBase v20 [35]. No more than 2 mismatches were allowed during the alignment. The remaining sequences that showed 3 or more than 3 mismatches or no homology to any previously known plant miRNAs were considered as novel or potato-specific miRNAs.

### Experimental validation of miRNAs by Quantitative Real-time PCR (qRT-PCR)

The expression level of miRNAs was analyzed using poly(T) adaptor RT-PCR method [64]. Total RNA was treated with RNase-free DNase I (NEB, England) and polyadenylated using Poly(A) Tailing kit (Ambion, U.S.A) at 37°C for 60 min in a 50 μl reaction volume containing 2 μg total RNA and 0.08 units poly (A) polymerase. The polyadenylated RNA was then reverse transcribed in a 20 μl reaction mix with SuperScript II Reverse Transcriptase (Invitrogen, U.S.A) and Poly(T) adaptor. Real time PCR was carried out on CFX Connect Real-Time System (Bio-Rad, U.S.A) using hydrolysis probe and probe fast chemistry (KAPA Biosystems, U.S.A). qRT-PCR was performed containing KAPA PROBE FAST Universal 1X qPCR Master Mix (KAPA Biosystems, U.S.A), 0.5 μl cDNA template (10X), 0.5 μM each of the miRNA specific forward primer and universal reverse primer and 0.2 μM universal hydrolysis probe. The cycling conditions were as follows - denaturation at 95°C for 5 min, followed by 40 cycles of denaturation at 95°C for 20 s, annealing and extension together at 60°C for 10 s. The PCR products were further run on 2% agarose gel to verify the presence of a single band of expected size. All the reactions were run with 3 biological replicates of each sample and 2 technical replicates of each biological replicate. Two controls (no template control and no Reverse Transcription control) were included for each miRNA. For normalization, 18S rRNA was used as an endogenous control. The quantitative PCR data was analyzed using 2^-∆∆Cq^ method where C_q_ is the threshold cycle [65]. The forward primers were designed taking full mature miRNA sequence. The detail of the primers, used in this study, is provided in Additional file 8. All the oligonucleotide sequences were synthesized from IDT (Integrated DNA technologies, U.S.A).

### Prediction of miRNA targets and GO analysis

Putative target genes of conserved and potato-specific miRNAs were predicted using psRNATarget: A plant small RNA target analysis server using default parameters [40]. The parameters were as follows - Maximum expectation: 3, Length for complementarity scoring: 20, Allowed maximum energy to unpair the target site (UPE): 25, Flanking length around target site for target accessibility analysis: 17 bp, Range of central mismatch leading to translation inhibition: 9–11 nt. Target with a low expectation score and UPE is considered to be highly potential target for miRNA. The transcript sequences of the potato genome (Group Phureja DM1-3 516R44) were used as a reference set. The putative target genes of the potato-specific miRNAs were further subjected to GO analysis to better understand their function. Blast2GO was used to investigate the GO of the identified potato-specific miRNA target [44].

### Target validation of conserved miRNAs by RLM-RACE

5′ RLM-RACE was used to determine the cleavage site of predicted targets. Briefly, polyA^+^ RNA was isolated using PolyATract mRNA Isolation System IV (Promega, USA). PolyA^+^ mRNA (25 ng) was ligated to RNA adapter provided in First Choice RLM-RACE kit (Ambion, USA) using T4 RNA ligase, followed by nested PCR. Gene-specific reverse primers and 5' RACE adapter specific primers were used for amplification of the target gene. The PCR products were eluted, cloned in pGEMT Easy vector (Promega, USA) and sequenced to map the cleavage site. The primers used for amplification were synthesized from IDT (Integrated DNA technologies, U.S.A) and is provided in Additional file 9.

### Availability of supporting data

“The data set supporting the results of this article are available in the Gene Expression Omnibus repository under accession no GSE52599 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52599)”. The mature miRNA and precursor sequences will be submitted to miRBase registry and assigned final names after final acceptance of the manuscript.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AK conceived and designed the experiment, NL performed the experiments, GJ carried out the bioinformatics analysis, ARB constructed the sRNA libraries, MA and SK-A supervised the library preparation and sequencing experiments work, NL and AK wrote the manuscript, and all authors contributed towards improving and finalising the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 List of conserved miRNAs identified in potato in this study and their normalized reads (on the second sheet) in all the libraries. Click here for file

Additional file 2 List of potato-specific miRNAs identified in this study and their normalized reads (on the second sheet) in all the libraries. Click here for file

Additional file 3 List of candidate potato-specific miRNAs identified in this study and their normalized reads. Click here for file

Additional file 4 **Predicted secondary structures of pre-miRNAs of potato-specific miRNAs.** Secondary structures of precursors of potato-specific miRNAs were predicted using RNAfold. The mature sequence is highlighted with green colour while star sequence is highlighted with red colour. 5′end is marked by a circle. Click here for file

Additional file 5 Predicted targets for conserved miRNAs identified in this study. Click here for file

Additional file 6 Predicted targets for potato-specific miRNAs identified in this study. Click here for file

Additional file 7 **GO annotation and classification of predicted target genes of potato-specific miRNAs (on the first and second sheet).** The first sheet shows the number of genes in biological, metabolic and cellular processes. The second sheet shows the GO annotation of individual target gene. Click here for file

Additional file 8 List of primers used in this study for reverse transcription and qRT-PCR. Click here for file

Additional file 9 List of primers used in this study for 5′ RLM-RACE. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

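Small RNAs of leaf, stem, root and 4 tuberization stages (PT0 to PT3) of potato were sequenced by the authors with 1 library per tissue or stage. The deposited values are counts, that is the number of reads of each unique sequence of a library. The authors made them by trimming adaptors, removing poor quality reads and sequences outside 16 to 30 nt, removing matches to t/rRNAs and collapsing identical reads. The counts hold no normalization and no alignment to the genome.

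Reads and unique sequences were counted per library and length class with Python 3.11.15, numpy 2.4.6, pyarrow 21.0.0 and scipy 1.17.1. The mature, star and hairpin sequences of 88 conserved, 147 potato-specific and 111 candidate miRNAs were read from the paper's additional files, and the other listed miRNAs were not analysed here. Tuber columns labelled PT1 to PT4 in the read lists were taken as PT0 to PT3. Reads of the exact sequence were counted in each library and divided by all reads of the library and expressed per 1000000 reads (RPM). A family total summed the 7 libraries with each distinct mature sequence counted 1 time. Hairpins were folded with RNAfold (ViennaRNA) 2.7.2 at 37 °C, and figures were drawn with matplotlib 3.10.9.

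The libraries held between 21921975 and 29024236 reads. The smallest abundance that the depth could show was 3 reads, or 0.103 to 0.137 RPM. Shares are given with 95% Wilson intervals, and log2 ratios between libraries with 95% intervals from Poisson counting error. PCR reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. No test between tissues or stages was made, because each had 1 library. Tissue and growth condition cannot be told apart between the vegetative tissues, which came from plantlets in vitro, and the tuber stages, which came from plants in the field.

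The alternatives were division by the unique sequences of the library, by the divisor that the paper's reads and TPM imply, and by the reads of 20 to 22 nt. Further alternatives added variants 1 or 2 nt longer or shorter at the 3′ end, counted every member of a family or each distinct sequence 1 time, left out sequences read 1 time or with fewer than 10 reads, left out the 10 most abundant sequences of each length class, required 5 reads for a star sequence, and folded at 22 °C. The minimum of 10 reads for the order of length classes by reads, and the division of the panel's ratios to PT0 by unique sequences or by reads of 20 to 22 nt, were chosen after seeing the data. The named miRNAs are those named in the paper's Results. Of the sequences outside the 3 lists, the 5 of 20 to 22 nt with the highest summed RPM were named. For a length class with a share in 1 library more than 2 times the median of the others, the most abundant sequence of that class was named as well.

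The counting was tested on simulated data, in which 200 of 200 planted 1-nt truncations were recovered. The Wilson intervals covered the simulated share in 94.4% and the log2 intervals the simulated ratio in 94.1% of 1000 simulated draws. All draws had large simulated counts, so coverage at the few reads behind some values was not tested. The location of precursors in genic and intergenic regions, the targets, the qRT-PCR values and the RACE products were not analysed here.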

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

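The 5 sequences below lie outside the paper's 3 lists and were read in all 7 libraries above the smallest abundance that the depth can show, which was at most 0.137 RPM. All tests in this part were chosen only after the result was seen. Each tissue or stage had 1 library, so no difference between libraries was tested.

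GGCGGATGTAGCCAAGTGGA (20 nt) had 2055765 reads and a total of 81096 RPM over the 7 libraries. It was highest in leaf with 58324 RPM and lowest in PT1 with 163 RPM, and it held 67.4% of the 20 nt reads in leaf. GGCGGATGTAGCCAAGTGGAAA (22 nt), which begins with the same bases, had 574983 reads and a total of 22915 RPM, with 19047 RPM in leaf. The 20 nt class held 8.66% of the leaf reads, and 3.06% without the sequences that share the first 16 nt, against 2.64 to 3.46% in the other libraries. Since the sequence was picked for its share of this class, that comparison could not have come out otherwise and is no test. A candidate explanation is that the sequences are fragments of a longer RNA that passed the t/rRNA filter. In leaf, 3829 reads of 26 nt or more began with the same 20 nt, and the most abundant of them, GGCGGATGTAGCCAAGTGGATCAAGG, had 1437 reads. The leaf reads that extend the 20 nt by A (239520) and AA (486132) were far more numerous than those that extend it by T (3249) and TC (2063), as this longer sequence does. Whether the longer reads are a precursor could not be told from the libraries alone. The most abundant read of 26 nt or more was the same sequence in every library. An origin as fragments of a longer RNA and a biological difference in leaf do not exclude each other. The higher value in leaf may be biological, but this was not tested.

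TCTCGGACCAGGCTTCATTCC (21 nt) had 1392248 reads and a total of 51817 RPM, highest in PT3 with 14185 RPM and lowest in leaf with 1518 RPM. It matches the listed hairpin of miR166_6 and starts 2 nt upstream of the mature sequence there. This fits the explanation that it is a variant of a listed miRNA cut at another position of the same hairpin arm. Other loci with the same bases were not searched for, because no genome was used here. No biological explanation of its distribution over the libraries was tested.

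GTACCTTCATCGTCGTACTAA (21 nt) had 398016 reads and a total of 17310 RPM. It had at least 2828 RPM in each vegetative tissue and at most 68.7 RPM in each tuber stage, a log2 ratio of 5.36 between these values. Of 3518 opposite-strand reads in the 5 registers examined, 3480 (98.9%) left 2 nt overhangs, consistent with a cut from a double strand by a Dicer-like enzyme. That test concerns how the sequence was made and not why it differs between libraries. The vegetative tissues came from plantlets in vitro and the tuber stages from plants in the field, so tissue, growth condition and library cannot be told apart.

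ACGTTGGGGCATGTGATTGAA (21 nt) had 356349 reads and a total of 14515 RPM, with at least 3382 RPM in each vegetative tissue and at most 785 RPM in each tuber stage (log2 ratio 2.11). No opposite-strand read was found in the 5 registers examined. No explanation was tested for it.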

How the results depend on the processing

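The alternatives were set before the data were examined, except those stated as chosen later. Of 56 alternative values set beforehand for 17 results, 31 stayed within 1.5 times a count or within the 95% interval of a value, 25 moved and 0 changed direction.

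Divided by the unique sequences of a library, or by the divisor that the paper's reads and TPM imply, 4 families were above 100000 (2 in RPM), the total of miR166 was 733458.6 and 66.7% of potato-specific miRNAs were below 5. Under both, 14 potato-specific miRNAs were above 100 (9 in RPM). The log2 ratio of miR156 in PT0 to the next library was 0.40 and that in the lowest tuber stage to the highest vegetative tissue 0.59. Divided by the reads of 20 to 22 nt, the values were 4 families, 761996.7, 62.6% and 14 miRNAs. The log2 ratios of miR156 were 0.37 and 1.01, and that of miRNA72 in stem to the next library 0.56. With 3′ variants, the total of miR166 was 254930.8 and the share below 5 RPM 75.5%. With every member of a family summed, the total of miR166 was 620768.5. These shifts follow arithmetically from the divisor or the sequences counted. The 4 log2 ratios of miR156 and miRNA72 kept their direction under every alternative run for them.

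The order of 24 and 23 nt among unique sequences was found in 0 libraries when only sequences with at least 10 reads were kept, against 7. With a minimum of 5 reads summed over the listed star sequences of a miRNA, 82 potato-specific miRNAs had a star, against 147. At 22 °C the mean adjusted MFE was -63.9 kcal mol-1, against -49.5. A minimum of reads can only lower the number of miRNAs with a star. The same hairpins were folded at both temperatures, so the shift in MFE comes from the temperature set. For the order of length classes the cause was not tested.

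Further alternatives were chosen after seeing the data. When only sequences with at least 10 reads were kept, 24 nt was first and 21 nt followed by reads in 4 libraries, the tuber stages, against 7, and 21 nt was first in leaf, stem and root. The cause was not tested. Of the 126 ratios of the qRT-PCR panel to PT0, 124 kept their direction when divided by the unique sequences and 115 when divided by the reads of 20 to 22 nt.

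The alternative for precursors in intergenic regions was not run, nor was the result itself, because no genome was used here. No paired analysis was possible because each tissue or stage had 1 library. With 3′ variants miR8016 (1.04 RPM) took the place of miR7992 (5.47 RPM) as the least abundant family. The depth limits families such as miR7992, which had 4 reads in all.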

Differences from the paper's values

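All alternatives named here were set before the data were examined. The divisor implied by the paper's reads and TPM returns the paper's values by construction, so its result is no test. It differs from the unique sequences by at most 4.8e-05%, so it is not a separate alternative to them.

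In RPM, 2 conserved families were above 100000, against the paper's 4. Division by the unique sequences, by the divisor implied by the paper's reads and TPM, or by the reads of 20 to 22 nt gave 4, and summing every member gave 3. The count with 3′ variants, 2, did not close the gap. The total of miR166 was 246119.6 RPM against the paper's 733458.6 TPM. The same 3 divisors gave 733458.6, 733458.6 and 761996.7, and every member summed gave 620768.5, while 3′ variants gave 254930.8 and did not close the gap. Above 100 RPM there were 9 potato-specific miRNAs against the paper's 14. The 3 divisors gave 14 and 3′ variants 11, while each distinct sequence counted 1 time gave 7 and did not close the gap.

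For the following values, the same 3 divisors each brought the value within 1.5 times the paper's, and with division by the unique sequences each differed from the paper's by less than 1. The highest RPM of a member was 1951 for miR172 (the paper's 5778), 429 for miR171 (the paper's 1269), 2042 for miR164 (the paper's 6089), 78.0 for miR399 (the paper's 232) and 25936 for miR166 (the paper's 82963). The lowest was 8377 RPM for miR166 (the paper's 23888) and 0.182 RPM for miR399 (the paper's 0.5). miR156 had 12559 RPM in PT0 (the paper's 35812), and miRNA72 had 6641 RPM in stem (the paper's 19802) and 2692 RPM in PT1 (the paper's 7599). The totals were 4948 RPM for miRNA53 (the paper's 15085) and 21317 RPM for miRNA72 (the paper's 63533).

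The mean adjusted MFE was -49.5 kcal mol-1 against the paper's -54. Neither 22 °C (-63.9) nor each distinct hairpin counted 1 time (-49.5) closed the gap. The mean of the values in the paper's own list was -50.1. PT0 held 446389 reads of 19 nt against about 1200000 in Fig. 2A, read by eye, and no alternative was set for this value.

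The paper leaves miR8046 out of its least abundant families, and its total here was 4.76 RPM. With division by the unique sequences or by the implied divisor its total was 13.8, and with division by the reads of 20 to 22 nt 16.5, and 5 families were then below 10, without miR8046. It places miRNA53 above the same limit as miRNA72, and the total of miRNA53 here was 4948 RPM, or 15085 with division by the unique sequences. Its text on qRT-PCR names stem as the highest vegetative tissue for miR172_5, miR159_1, miRNA111 and miRNA34, root for miR399_1 and miRNA152 and leaf for miRNA193. By reads the highest was root for miR172_5 (4.33 RPM), miR159_1 (115 RPM), miRNA111 (13.0 RPM) and miRNA34 (77.1 RPM), and stem for miR399_1 (15.5 RPM), miRNA152 (50.3 RPM) and miRNA193 (42.0 RPM). For miR159_1 the difference between root and stem was within counting error (log2 ratio 0.02, 95% interval -0.06 to 0.10). For miR399_1 the primer the paper lists has the sequence of miR319_1 and miR319_2, and that sequence was also highest in stem (49.2 RPM).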

Other observations

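Of the tests in this part, the one of the paper's TPM was chosen only after the result was seen.

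The paper proposes that 23 nt sequences are degraded 24 nt sequences. Between 40.9% and 43.3% of the unique 23 nt sequences of a library equalled a 24 nt sequence of that library without 1 nt at an end. By comparison, 31.6 to 34.5% of the 24 nt sequences had a neighbour shifted by 1 nt. The ratio of these shares was between 1.23 and 1.33 over the libraries. The 24 nt parent was 1 nt longer at the 3′ end for 30.3 to 32.2% and at the 5′ end for 27.4 to 29.5% of the 23 nt sequences. A parent shares an end with the 23 nt sequence and a shifted neighbour does not, so the ratio cannot tell loss of 1 nt from cutting that gives 23 and 24 nt sequences with a common end. The other sequences of the class had no such parent at this depth. Without sequences read 1 time, 77.0 to 79.7% of the 23 nt sequences had a parent. The share of 24 nt sequences with a shifted neighbour was then 59.8 to 62.5%.

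On 112 of 147 potato-specific hairpins (76.2%) and 14 of 88 conserved hairpins (15.9%) the listed mature sequence was not the most abundant sequence that matched. The 112 include miRNA29, whose mature sequence tied with another sequence at 7 reads. The median share of 24 nt reads was 59.5% on potato-specific and 0.167% on conserved hairpins, and a 24 nt sequence was the most abundant on 87 and 2 of them. This may mean that many of the listed potato-specific precursors are cut at several positions, as siRNA loci are. Some potato-specific hairpins had more opposite-strand reads than reads on the hairpin, such as miRNA7 (37260 against 6830) and miRNA52 (30372 against 5123). Others, such as miRNA18, had 0 opposite-strand reads. Such reads are not products of the hairpin strand, so cutting of the hairpin does not cover them. The alternative that abundant mature sequences hide the 24 nt reads of conserved hairpins was tested with the number of 24 nt reads, whose median was 405 per potato-specific and 27 per conserved hairpin. The number was higher on potato-specific hairpins, which goes against that alternative. Matches were exact and no genome was used here, so reads from other loci with the same bases cannot be told apart.

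Abundances in RPM were lower than the paper's TPM. The divisor implied by the paper's reads and TPM differed from the number of unique sequences of a library by at most 4.8e-05%, and from the number of reads by at least 64.6%. This is consistent with a TPM that divides by unique sequences.

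Of 87 listed sequences with at least 100 reads, 4 were more than 4 times higher in every vegetative library than in every tuber library and 2 the reverse. Reads of 20 to 22 nt were 38.6 to 40.8% of the vegetative and 26.8 to 30.3% of the tuber libraries, and the explanation tested was that a difference in the share of 20 to 22 nt reads between the libraries shifts all miRNAs. Divided by the reads of 20 to 22 nt, the counts were 4 and 3, and the number higher in the vegetative libraries was again 4. These shares differ by less than the limit of 4 times, and a shift of all miRNAs would run in the same direction. The differences ran in both directions, with and without this division. The counts argue against the share as the whole cause of differences of more than 4 times. Whether it adds to them was left open. Tissue and growth condition cannot be told apart, and each had 1 library.

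The primer listed for miR399_1, TTGGACTGAAGGGAGCTCCCT, equals the mature sequence listed for miR319_1 and miR319_2 and not that of miR399_1, TGCCAAAGAAGATTTGCCCCG. The other 20 primers of the panel equal the listed mature sequences. Of the potato-specific miRNAs, 2 match hairpins of conserved miRNAs, miRNA34 those of miR1919_1, miR1919_3 and miR1919_4, and miRNA123 that of miR164_3. In 21 pairs the coordinates of listed precursors overlap, among them miR164_3 and miRNA123 (chromosome 6, 41788547 to 41788633 and 41788549 to 41788631), the 1 pair of a conserved with another miRNA, and miR171_2 (chromosome 3, 37231079 to 37231158) and miR171_10 (chromosome 3, 37231074 to 37231163).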
